# Common and unique transcriptional responses to dietary restriction and loss of insulin receptor substrate 1 (IRS1) in mice

**DOI:** 10.18632/aging.101446

**Published:** 2018-05-20

**Authors:** Melissa M. Page, Eugene F. Schuster, Manikhandan Mudaliar, Pawel Herzyk, Dominic J. Withers, Colin Selman

**Keywords:** insulin/IGF-1 signalling, dietary restriction, insulin receptor substrate 1, transcriptomics, lifespan

## Abstract

Dietary restriction (DR) is the most widely studied non-genetic intervention capable of extending lifespan across multiple taxa. Modulation of genes, primarily within the insulin/insulin-like growth factor signalling (IIS) and the mechanistic target of rapamycin (mTOR) signalling pathways also act to extend lifespan in model organisms. For example, mice lacking insulin receptor substrate-1 (IRS1) are long-lived and protected against several age-associated pathologies. However, it remains unclear how these particular interventions act mechanistically to produce their beneficial effects. Here, we investigated transcriptional responses in wild-type and IRS1 null mice fed an *ad libitum* diet (WT^AL^ and KO^AL^) or fed a 30% DR diet (WT^DR^ or KO^DR^). Using an RNAseq approach we noted a high correlation coefficient of differentially expressed genes existed within the same tissue across WT^DR^ and KO^AL^ mice and many metabolic features were shared between these mice. Overall, we report that significant overlap exists in the tissue-specific transcriptional response between long-lived DR mice and IRS1 null mice. However, there was evidence of disconnect between transcriptional signatures and certain phenotypic measures between KO^AL^ and KO^DR^, in that additive effects on body mass were observed but at the transcriptional level DR induced a unique set of genes in these already long-lived mice.

## Introduction

Multiple studies have now demonstrated that aging in a variety of animal species can be modulated through dietary, genetic and pharmacological means [1–3]. For example, it has been established since the early 20^th^ century that dietary restriction (DR), defined here as reductions in energy intake, reductions in specific macro or micronutrients or intermittent fasting in the absence of malnutrition, extends lifespan across many taxa [1,4–8]. In addition, DR also improves late-life health (healthspan) in a range of organisms [1,5,9,10]. Similarly, genetic modulation of a number of signalling pathways, most notably the nutrient sensing insulin/insulin-like growth factor (IIS) and mechanistic target of rapamycin (mTOR) pathways, extends both lifespan and healthspan in model organisms [11–17], and genetic polymorphisms within these same pathways correlate with longevity in humans [18,19].

Despite the considerable research effort that has been undertaken in identifying interventions that extend lifespan and healthspan, precisely how particular interventions act to elicit their beneficial effects is still uncertain, although many putative mechanisms have been proposed [20]. Similarly, it is unclear as to whether different interventions induce their beneficial effects through shared or distinct mechanisms [8]. In an attempt to better understand whether commonality (or lack thereof) exists in putative mechanisms between long-lived models, studies examining the impact of interventions such as DR on a range of parameters such as lifespan, metabolism and transcription have been undertaken in long-lived genetic mutants. In *Drosophila*, the loss of *Chico*, the single *Drosophila* insulin receptor substrate (IRS) protein, increases lifespan [12] but DR in these mutants does not confer any additional increase of lifespan [21], suggesting that both interventions may act through overlapping mechanisms to extend lifespan. In contrast, the longevity of *C. elegans* IIS mutants, but not DR mutants, appears to be dependent on the activity of the FOXO transcription factor DAF-16 [22], with *eat-2*:*Daf-2* double mutants living longer than *Daf-2* mutants [23]. Similar findings have been observed using other models of DR (e.g [24].) suggesting that within *C. elegans* at least those mechanisms underlying DR-induced longevity appear distinct to those extending lifespan in IIS mutants. However, it should be noted that IIS may also underlie a particular response to DR [25], and that the DR protocols employed may impact on the interactions observed [26].

In rodents, there is a much more limited literature investigating the overlap between DR and long-lived genetic mutants, although many phenotypic similarities exist between DR mice and genetic models of longevity. For example, in Ames mice, DR did not lower plasma insulin or glucose levels, and unlike in wild-type (WT) control mice, loss of body mass (BM) following 30% DR was much less dramatic in Ames dwarfs [27]. However, DR had an additive effect on lifespan in both long-lived Ames dwarf mice [28] and in growth hormone releasing hormone (GHRH) knockout mice [29], suggesting that these mutants are not simply DR mimetics. However, interestingly the additive effect of DR on Ames longevity was apparent only on a mixed genetic background, and not on a C57BL/6 background [30]. In contrast, neither 30% DR [31] nor every-other-day feeding [32] affected longevity in growth hormone receptor (GH) binding protein knockout mouse (GHRKO), potentially through the inability of DR to further improve insulin sensitivity in already highly insulin sensitive animals. In long-lived adenylyl cyclase type 5 knockout mice (AC5KO), 40% DR induced mortality within one month, despite DR significantly reducing fasting glucose levels and increasing insulin sensitivity in these mutants [33]. While significant commonality appears to exist between the transcriptional profiles of DR mice and certain long-lived mutants [14,33,34], little overlap was observed in plasma metabolites identified in a comparative metabonomic study of DR mice, insulin receptor substrate 1 null (*Irs1^-/-^*) mice and Ames dwarf mice [35].

We have previously reported that both male and female *Irs1^-/-^* mice are long lived and have a greater period of their life free from age-related pathologies compared to WT controls [13,36]. However, in contrast to several other long-lived mouse mutants, *Irs1^-/-^* mice are glucose intolerant and hyperinsulinaemic when young [13], and do not exhibit enhanced cellular (fibroblast or myoblast) stress resistance [37]. In the following study we maintained WT and *Irs1^-/-^* (KO) mice on an *ad libitum* (AL) or 30% DR for 12 months (DR initiated at 3 months of age) to generate 4 experimental groups (WT^AL^, WT^DR^, KO^AL^ and KO^DR^). We then employed an RNAseq approach in order to identify common and unique transcriptional signatures within liver, skeletal muscle, brain and inguinal white adipose tissue (WAT) from WT^DR^ and KO^AL^ mice, *relative to* WT^AL^ controls. We then went on to determine how DR affects transcriptional profiles of *Irs1^-/-^* (KO^DR^) mice. In addition, we measured a suite of phenotypic parameters including body mass, body composition and glucose homeostasis, in order to determine whether DR induced additive effects on these parameters in *Irs1^-/-^* mice.

## RESULTS

### Tissue-specific transcriptional profiles within KO^AL^ mice

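RNA from liver, skeletal muscle, brain and inguinal WAT of female WT and KO mice was sequenced at 15 months of age, after 12 months of AL feeding or 30% DR. The sample labels list 43 libraries, with 2 from WT AL mice in each tissue and 3 from every KO AL and KO DR group. WT DR is given 3 libraries per tissue except in WAT, where the labels give 2. The authors aligned the reads to GRCm38 and summarised them with Cuffdiff, which estimated 1 FPKM value per gene and group (fragments scaled to transcript length and to mapped fragments) with its 95% confidence interval. The deposited table holds these pooled values for 42349 entries and 16 groups, and 873 of the entries join several overlapping genes under a single value. Counts and values per library were not used here, so the depth of each library is unknown and no spread between mice was computed. Between 12989 and 15181 entries per group had an FPKM of at least 1. Each difference reported here is the log2 ratio of the FPKM values of the compared groups, without a pseudocount. Its standard error (SE) was derived from the authors' confidence intervals, and a two-sided Wald test with Benjamini-Hochberg adjustment was run within each tissue and comparison on entries with an FPKM above 0 in both groups and of at least 1 in one of them. Genes are called differentially expressed here at an FDR of 10%. In simulated data this test recovered 24.9% of 197 changed genes in liver and 25.4% of 197 in skeletal muscle. In brain it recovered 13.3% of 195 and in WAT 34.2% of 193. False calls numbered 2 of 51 in liver, 6 of 56 in skeletal muscle, 0 of 26 in brain and 8 of 74 in WAT. Between unchanged groups of these data it called 0 genes in each tissue, and over 100 simulated unchanged sets at most 2 per tissue. A smaller SE, which divides the SD of each group by the square root of its number of libraries, was chosen after the values were seen. It recovered 45.4%, 51.5%, 41.6% and 61.4% of the changed genes in simulated data drawn with that smaller spread.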

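Irs1, the gene deleted in the KO mice, lies on the minus strand of chromosome 1 of GRCm38 from 82233101 to 82291416. Of its 2 annotated exons, exon 1 (from 82286777 to 82291416) holds the whole coding sequence and exon 2 (from 82233101 to 82237604) is untranslated. In 8 comparisons of a KO with a WT group on the same diet, its FPKM was lower in the group labelled KO in only 1, WAT under DR. In liver the value was 4.70 in WT AL mice and 5.95 in the group labelled KO AL, a log2 difference of 0.34 (SE 0.53). The same comparison gave 5.72 and 6.31 in skeletal muscle (log2 difference 0.14, SE 0.42) and 2.47 and 3.49 in brain (log2 difference 0.50, SE 0.66). In WAT the FPKM was 2.47 and 5.37 (log2 difference 1.12, SE 0.45). Under DR the values of the groups labelled WT DR and KO DR were 3.29 and 4.75 in liver, 5.48 and 5.82 in skeletal muscle, 1.62 and 4.14 in brain, and 6.56 and 2.58 in WAT. Of the 8 genotype differences, the brain difference under DR was the one that passed the FDR of 10%, and Irs1 was up-regulated there in the group labelled KO DR (log2 difference 1.35, SE 0.40). A single value per gene cannot separate the exons. Because Irs1 goes against the genotype labels, groups are named by their labels wherever a direction is drawn.

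**Figure D1:**
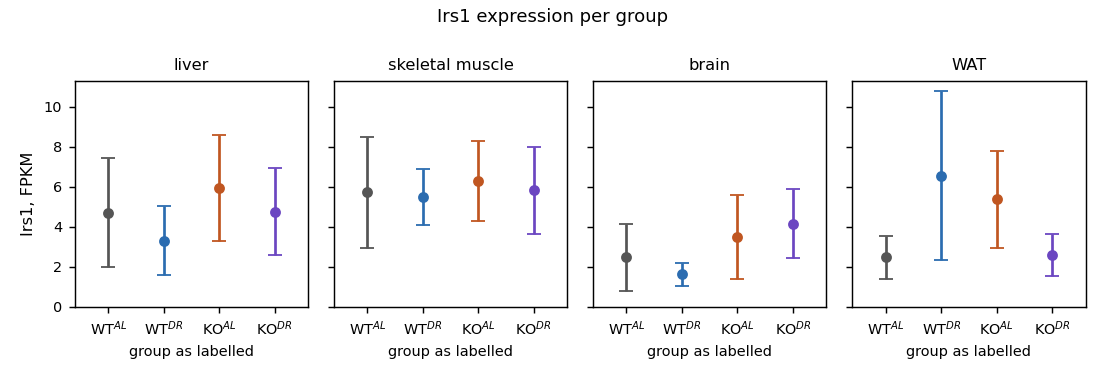
FPKM of Irs1 in each tissue and group, with points for the authors' pooled values and bars for their 95% confidence intervals. In brain the value runs from 1.62 in WT DR to 4.14 in the group labelled KO DR.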

From the significantly up/down differentially expressed genes (as determined by Cuffdiff [38] with FDR < 10%), we first employed a four-way Venn analysis to examine overlap at the single gene level across liver, skeletal muscle, brain and WAT tissues within KO^AL^ mice at 15 months of age. 

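Between the group labelled KO AL and WT AL mice, 251 genes were up-regulated and 86 down-regulated in a single tissue. In the same direction in 2 tissues, 14 genes were up-regulated and 2 down-regulated, and in 3 or 4 tissues there were 0. At an unadjusted p under 0.05, 11 genes changed in the same direction in at least 3 tissues and 0 in all 4. The smaller SE moved these counts most, and with it 7 genes were differentially expressed in common across liver, skeletal muscle and brain.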

In general, few genes showed commonality across tissues. 

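In liver, skeletal muscle and brain, Rpl37a, Rps26, Rpl31, Hba-a1 and Hbb-bt each had a higher FPKM in the group labelled KO AL than in WT AL mice. The log2 difference of Rpl37a was 1.94 (SE 0.60) in liver, 1.66 (SE 0.68) in skeletal muscle and 2.63 (SE 0.94) in brain, and that of Rps26 was 1.31, 1.36 and 1.92. Rpl31 rose by 1.43 in liver, but its SE of 1.45 exceeded the difference, as it did in skeletal muscle and brain. Hba-a1, on chromosome 11 from 32283511 to 32284465, had a log2 difference of 2.49 in liver and 3.79 in brain. Of these genes, Hba-a1 and Hbb-bt passed the FDR of 10%, and only in skeletal muscle: Hba-a1 by 4.09 (SE 1.20) and Hbb-bt by 3.09 (SE 0.65, same test). With the smaller SE, all but Rpl31 were differentially expressed in the 3 tissues. Hba-a1 and Hba-a2 are nearly identical copies and ribosomal protein genes have many pseudogenes, so the division of reads between copies is uncertain.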

No single gene was differentially expressed within KO^AL^ mice across all four tissues (Fig. 1a and Table S1), although five genes encoding the ribosomal proteins *Rpl37a, Rps26, Rpl31* and the haemoglobin proteins *Hba-a1* and *Hbb-bt* were up-regulated in common across liver, skeletal muscle and brain. 

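Between skeletal muscle and WAT, 7 genes were up-regulated in common in the group labelled KO AL (Elovl6, Hoxd9, Igkv2-109, Ltf, Pdp2, Scarna17 and Thrsp) and 2 down-regulated in common (Sfrp5 and Wisp2). Elovl6, a fatty acid elongase on chromosome 3 from 129532355 to 129638495, had a log2 difference of 1.62 in skeletal muscle (SE 0.47) and 4.10 in WAT (SE 0.47). Its FPKM in WAT was 3.44 (2.02 to 4.85) in WT AL and 58.9 (28.9 to 88.8) in KO AL mice, with the authors' 95% interval in parentheses. Thrsp, on chromosome 7 from 97412938 to 97417730, rose by 2.10 in skeletal muscle and 1.79 in WAT. Lmod1 rose by 1.26 (SE 0.62) and 1.19 (SE 0.49) and passed the FDR in neither tissue. Serpina3n, Serpina3c and Thbs2 were down-regulated in skeletal muscle, with log2 differences of -2.19, -1.57 and -1.85. In WAT their differences of -1.34, -1.26 and -1.36 did not pass the FDR. Mest fell by 3.36 (SE 1.17) in skeletal muscle and by 1.37 (SE 0.85) in WAT, without passing it in either. Every one of these genes was differentially expressed in both tissues with the smaller SE, except Mest in WAT.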

The greatest transcriptional overlap was observed between skeletal muscle and WAT; eight common genes were up-regulated including genes involved in fatty acid metabolism and thyroid hormone regulation such as *Elovl6* and *Thrsp,* and *Lmod1*, and 15 common genes were down-regulated including those involved in inflammation and angiogenesis such as *Serpina3n*, *Serpina3c*, *Thbs2*, and *Mest/Peg1*. The next largest overlap in terms of common genes was between liver and skeletal muscle, with 12 genes up-regulated including those involved in oxygen transport and cell cycle exit, such as *Hba-a2, Hbb-bs and Cdkn1a.* We further annotated the biological function from the enriched set of up- (Fig. 1b and Table S2) or down-regulated (Fig. 1c and Table S3) genes within our KO^AL^ mice by generating Gene Ontology (GO; both Biological Processes and Molecular Functions) categories. 

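Liver and skeletal muscle had 1 gene up-regulated in common in the group labelled KO AL, an entry that joins Snhg1 with overlapping small RNA genes, and 35 genes that changed in the same direction in both at an unadjusted p under 0.05. In skeletal muscle Hba-a2 had a log2 difference of 4.26 (SE 1.02), Hbb-bs of 2.74 (SE 0.78) and Cdkn1a of 1.70 (SE 0.37), and all 3 were differentially expressed. The liver differences of 2.44 for Hba-a2, 1.99 for Hbb-bs and 2.10 for Cdkn1a passed it with the smaller SE. Over the 58 pairs of a gene and a comparison that the paper's results name and the table holds, 18 were differentially expressed when adjusted over all genes and 48 when adjusted over the list alone. All had the paper's direction. The paper chose these genes on the same libraries, so the second count is not independent evidence.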

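For each GO term, the genes that the paper's tables list under it were looked up in the deposited values. In liver, all 6 genes listed under structural constituent of ribosome were higher in the group labelled KO AL, with a log2 difference of up to 1.94 (Rpl37a). The 3 genes under positive regulation of B cell proliferation were Bcl6 (2.30, SE 0.78), Cdkn1a and Mif (1.23, SE 0.54). The 4 globin genes under haptoglobin binding had a median log2 difference of 2.24. Cyp4a32 (1.78), Cyp4a10 (1.57) and Cyp4a31 (1.49), near-identical paralogs between which the division of reads is uncertain, were among the 5 genes under fatty acid derivative metabolic process. None of the genes under these 4 terms passed the FDR of 10%, and with the smaller SE all of them did. Of 8 genes under negative regulation of RNA metabolic process, all were lower and Zbtb38 was differentially expressed (log2 difference -2.81, SE 0.74). The annotation held here has no GO terms, so no enrichment was computed.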

Within the liver, significant GO terms in the up-regulated category included structural constituents of the ribosome, positive regulation of B cell proliferation, haptoglobin binding and fatty acid derivative metabolic/catabolic processes, whereas in the down-regulated category significant GO terms included negative regulation of RNA metabolic processes. Within skeletal muscle, structural constituents of ribosome and haptoglobin binding were again over-represented in the up-regulated gene category along with several GO terms linked to mitochondrial processes, including oxidoreductase activity, electron carrier activity and cytochrome-c oxidase activity. 

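In skeletal muscle all 4 genes listed under haptoglobin binding were up-regulated in the group labelled KO AL, with a median log2 difference of 3.59; they are the globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt. The 5 genes under structural constituent of ribosome rose by between 1.15 and 2.00, and 1 of them, Mrpl35, was differentially expressed. Of 11 genes under oxidoreductase activity, 6 were differentially expressed, and 4 of these 6 are the globin genes. The others were Ndufc2 (log2 difference 2.36, SE 0.65) and Glrx5 (1.56, SE 0.43). Cox6b1, Cox6a1 and Cox7a2, listed under cytochrome-c oxidase activity, rose by 1.68, 1.62 and 1.38 and did not pass the FDR, which they passed with the smaller SE.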

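Among genes lower in skeletal muscle of the group labelled KO AL, Cd79a had a log2 difference of -3.24 (SE 0.87), Clu of -2.90 and Npr3 of -2.34. They are the 3 differentially expressed members of the 6 genes that the paper's table lists under leukocyte proliferation. H2-Aa (-1.81, SE 0.60), H2-Ab1 (-1.71, SE 0.74), H2-Eb1 (-1.46, SE 0.54) and Jak2 (-1.39, SE 0.51), the 4 genes under response to interferon-gamma, did not pass the FDR, which they passed with the smaller SE. Under serine-type endopeptidase inhibitor activity, Itih5 (log2 difference -1.62, SE 0.58) joined the 2 serpin genes.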

In the down-regulated category, several GO terms linked with inflammatory processes, including response to leucocyte proliferation, response to interferon-gamma and serine-type endopeptidase inhibitory activity were over-represented. Within the brain, in common with liver and muscle the GO categories structural constituents of ribosome, haptoglobin binding and peroxidase activity were identified, alongside those for regulation of adenylate cyclase activity and G-protein coupled receptor signalling were overrepresented in the up-regulated genes. 

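In brain of the group labelled KO AL, Rpl10 (log2 difference 2.52, SE 0.72) and Rps29 (2.29, SE 1.02) rose with Rpl37a under structural constituent of ribosome. The 2 genes under both haptoglobin binding and peroxidase activity were the globins Hba-a1 and Hbb-bt, with a median of 2.87. Palm (1.49), Adrb1 (1.42) and Adcy2 (1.37) were those under regulation of adenylate cyclase activity. Of the genes under these terms, 0 passed the FDR of 10%, while all did with the smaller SE. The comparison had 277 genes at an unadjusted p under 0.05.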

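Ret (log2 difference -2.47, SE 0.79), Sparc (-1.73, SE 0.69), Tanc1 (-1.68, SE 0.79), Arhgap24 (-1.63, SE 0.77) and Ugt8a (-1.43, SE 0.53) were lower in brain of the group labelled KO AL than in WT AL mice. None was differentially expressed, and all 5 were with the smaller SE.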

GO categories for anatomical structure formation involved in morphogenesis and angiogenesis were overrepresented within the down-regulated genes in brain. GO terms in WAT linked to muscle contraction, striated muscle cell differentiation and myofibril assembly were identified in the up-regulated gene category, while terms including heparin binding, inflammatory response and wound healing were identified within the down-regulated gene set.

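In WAT all 12 genes listed under muscle contraction were higher in the group labelled KO AL, and 6 were differentially expressed, among them Tnni2 (log2 difference 5.91, SE 1.10), Actn3 (4.51, SE 1.11) and Tcap (4.02, SE 0.91). The FPKM of Tnni2 was 1.54 (0 to 3.36) in WT AL and 92.3 (4.47 to 180.2) in KO AL mice, with the authors' 95% interval in parentheses. Under striated muscle cell differentiation, 6 of 12 genes were differentially expressed, and under myofibril assembly 4 of 5. Of those 4, Tcap encodes a sarcomere protein, while Krt8 (3.27) and Krt19 (2.29) encode keratins and Pdgfra (1.68) a growth factor receptor. Adding 0.946% of the FPKM of KO AL skeletal muscle to the WT AL WAT value accounts for most of the rise of 24 of the 161 genes up-regulated in WAT. In the down-regulated category, 1 of 9 genes under heparin binding (Pcolce2, -1.93), 3 of 17 under inflammatory response (Vnn1, Hp and Fcgr3) and 2 of 16 under wound healing (Mustn1 and F13a1) were differentially expressed. All 9, 17 and 16 were lower, with medians of -1.26, -1.23 and -1.21.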

**Figure 1:**
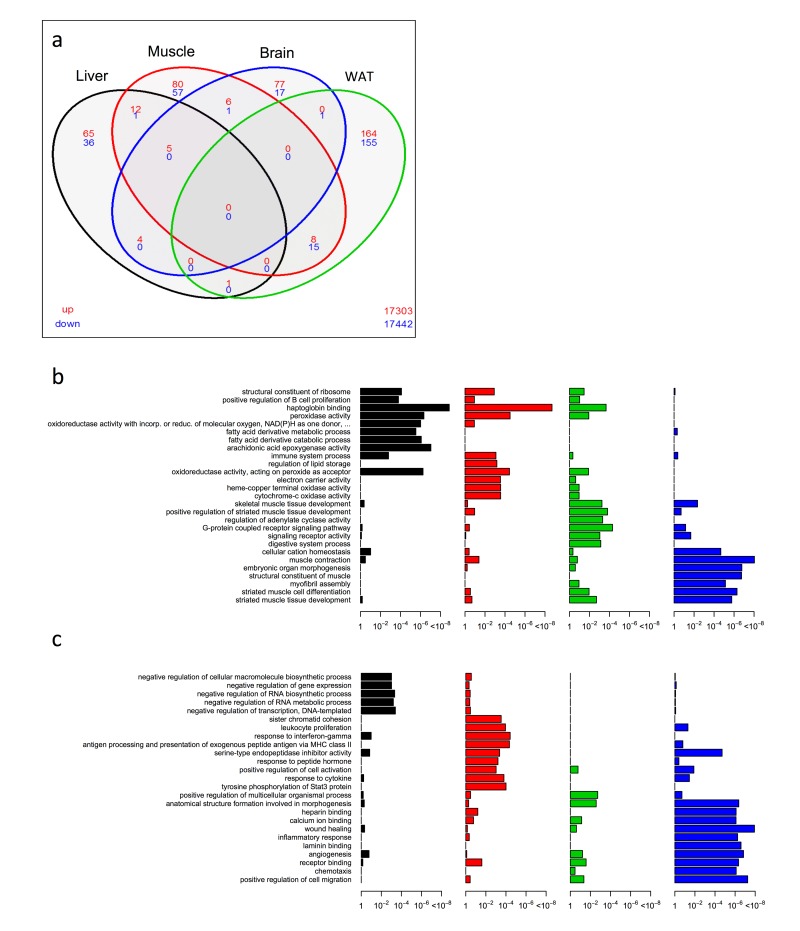
**Shared and distinct gene expression profile among four tissues in KO^AL^ mice.** (**a**) Venn diagram of similar expressed genes across liver, skeletal muscle, brain and WAT tissue in KO^AL^ mice. Significantly up-regulated genes are shown in red and significantly down-regulated genes are shown in blue. Common genes that are significantly up- or down-regulated are found in overlapping ovals. The numbers in the bottom far right denotes the number of genes expressed but not significantly up-regulated (red) or down-regulated (blue). (**b**) Up-regulated gene ontology (GO) terms in liver, skeletal muscle, brain and WAT of KO^AL^ mice versus WT^AL^ mice. (**c**) Down-regulated GO terms in liver, skeletal muscle, brain and WAT of KO^AL^ mice.

### Tissue-specific transcriptional profiles within WT^DR^ mice

In WT^DR^, we noted far less overlap of significantly differentially expressed genes between tissues in a four-way Venn analysis than was observed in the KO^AL^ mice (Fig. 2a and Table S4). 

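Between WT DR and WT AL mice, 169 genes were up-regulated and 157 down-regulated in a single tissue, 5 and 6 in the same direction in 2 tissues, and 0 in 3 or 4. At an unadjusted p under 0.05, 13 genes changed in the same direction in at least 3 tissues. The difference between WT DR and KO AL mice in this overlap was not tested.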

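Sfrp5, on chromosome 19 from 42197971 to 42202252, had a log2 difference between WT DR and WT AL mice of -4.01 in skeletal muscle (SE 0.87) and -5.60 in WAT (SE 0.88, same test). In brain its difference of -1.62 (SE 0.68) did not pass the FDR of 10%, and passed it with the smaller SE. Its FPKM fell from 304 to 6.26 in WAT, from 59.0 to 3.66 in skeletal muscle and from 13.5 to 4.40 in brain. The list of adipocyte genes was also lower in skeletal muscle of WT DR mice. A difference in fat within the muscle samples was not tested as a source.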

Only one single gene, *Sfrp5,* which encodes secreted frizzled related protein 5 and is involved in Wnt signalling, showed commonality across three tissues, being down-regulated in skeletal muscle, brain and WAT. 

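In skeletal muscle and WAT of WT DR mice, 2 genes were up-regulated in common (Elovl6 and Pdp2) and 4 down-regulated in common (Dock8, Iqgap1, Sfrp5 and Thbs2). The other pairs of tissues shared at most 2 genes in 1 direction. Elovl6 rose by 2.71 on the log2 scale in skeletal muscle (SE 0.41) and by 5.19 in WAT (SE 0.80).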

Similar to the KO^AL^ mice, the greatest number of overlapping genes was between muscle and WAT, and we noted again the up-regulation of *Elovl6*. 

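The log2 difference between WT DR and WT AL mice was -2.54 (SE 0.59) for Prelp and -2.75 (SE 0.72) for Nedd9 in skeletal muscle, where both were differentially expressed. Mrc2 (-1.39, SE 0.91) and Sorbs2 (-1.55, SE 0.79) were lower there without passing the FDR of 10%. In WAT none of the 4 passed it: Prelp had a difference of -2.79, Nedd9 of -2.48, Mrc2 of -2.32 and Sorbs2 of -2.30. Prelp and Nedd9 were differentially expressed in both tissues with the smaller SE, Mrc2 in WAT and Sorbs2 in skeletal muscle.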

Common down-regulated genes in muscle and WAT included several involved in cell adhesion and remodelling such as *Prelp*, *Mrc2*, *Nedd9*, and *Sorbs2*. The second largest number of overlapping genes was between liver and muscle; of the five genes that were up-regulated several were associated with ribosome structure and function including *Rpl31*, *Rps27l*, and *Rp23* and of one of the three genes down-regulated was *Cidec* which encodes a protein involved in lipid storage. 

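Liver and skeletal muscle of WT DR mice shared 0 up-regulated and 0 down-regulated genes, while 38 genes changed in the same direction in both at an unadjusted p under 0.05. Rps27l rose by 1.57 (SE 0.62) in liver and 1.47 (SE 0.68) in skeletal muscle, and Rpl31 by 1.75 (SE 1.39) and 1.97 (SE 1.29). Cidec fell by 2.24 (SE 1.03) and fell by 2.48 (SE 0.88). Rps27l and Cidec were differentially expressed in both tissues with the smaller SE, and Rpl31 in neither. No entry carries the name Rp23.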

Again exploiting a GO classification approach, we identified both overlapping and distinct tissue-specific profiles in WT^DR^ mice (Fig. 2b, c and Table S5, Table S6). In liver, the most significant GO terms in the up-regulated category were associated with ribosomal small subunit biogenesis, structural constituents of ribosome and glutathione binding, whilst in the down-regulated category set significant GO terms included neutral lipid catabolic process and innate immune response. 

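In liver of WT DR mice, the 16 genes listed under structural constituent of ribosome were all higher than in WT AL mice, with log2 differences from 1.21 (Rps6) to 1.90 (Rps16, SE 0.57), and 7 of them are those listed under ribosomal small subunit biogenesis. Gstp2, Gstp1 and Gsta4, listed under glutathione binding, rose by 1.55, 1.46 and 1.46. Apoa4 (log2 difference -2.40, SE 0.95), Mgll (-1.81, SE 1.06) and Plin5 (-1.18, SE 0.61) were lower under neutral lipid catabolic process, and 9 genes were lower under innate immune response, down to -2.86 for Tlr12. Of all these genes, 0 passed the FDR of 10%. With the smaller SE the genes in the up-regulated category all did, as did 1 of the 3 and 7 of the 9 in the down-regulated one.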

In muscle, GO terms associated with structural constituents of ribosome, cellular lipid metabolic process and positive regulation of cholesterol esterification were identified in the up-regulated category, with GO terms to actin binding, reactive oxygen species metabolic process and several associated with inflammation identified in the down-regulated category. 

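In skeletal muscle of WT DR mice, 12 of the 18 genes listed under cellular lipid metabolic process were up-regulated. The largest rises among them were those of Apoa1 (log2 difference 7.48, SE 0.90), Apoa2 (6.01, SE 0.96), Apoc1 (5.62, SE 1.02) and Ttr (5.52, SE 1.13). The FPKM of Apoa1 was 3.66 in WT AL and 653 in WT DR skeletal muscle, against 21380 in WT DR liver. Adding 1.80% of the WT DR liver FPKM to the WT AL skeletal muscle value accounts for most of the rise of 70 of the 112 genes up-regulated in this comparison. Under positive regulation of cholesterol esterification, 3 of 4 genes were differentially expressed (Apoa1, Apoa2 and Apoe). The 4 genes under structural constituent of ribosome had a median of 1.60 and did not pass the FDR, which they passed with the smaller SE. In the down-regulated category, 2 of 18 genes under actin binding (Lmod2, -2.19, and Myoz2, -2.14) and 4 of 10 under reactive oxygen species metabolic process were differentially expressed. The 4 were Lep (-4.29), Sod3 (-2.75), Ddit4 (-2.26) and Fbln5 (-1.66).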

Within the up-regulated category in the brain, GO terms included positive regulation of macromolecule biosynthetic process, behaviour and learning and memory, whereas phenol-containing compound biosynthetic process and catecholamine biosynthetic process were identified in the down-regulated category. 

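In brain of WT DR mice, the 10 genes listed under positive regulation of macromolecule biosynthetic process rose by between 1.29 (Egr1) and 2.38 (Npas4, SE 0.78). Among the 6 under learning or memory, Vip rose by 2.63 (SE 0.86) and Plk2 by 1.78 (SE 0.61). None of these genes passed the FDR of 10%, and 9 of the 10 and 5 of the 6 did with the smaller SE. Th, which encodes tyrosine hydroxylase, fell by 3.27 on the log2 scale (SE 0.73). It was the only differentially expressed gene of the 4 under phenol-containing compound biosynthetic process, beside Ddc (-2.56, SE 0.74), Cited1 (-2.17, SE 0.74) and Hdc (-2.05, SE 1.10). A list of 8 hypothalamus genes had a median of -0.81 in this comparison and a list of 9 striatum genes a median of 0.85, both outside the central 95% of random lists matched on expression, which limits what the brain values show about a single cell type.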

Finally, within WAT of WT^DR^ mice, the GO terms acetyl-CoA metabolic process and carboxylic acid metabolic process were identified in the up-regulated, and collagen binding and growth identified in the down-regulated categories.

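In WAT of WT DR mice, Acly (log2 difference 4.28, SE 1.04) and Acss2 (3.85, SE 1.10) were up-regulated under acetyl-CoA metabolic process, while Acaca (2.89, SE 2.63) and Pmvk (2.54, SE 0.78) did not pass the FDR of 10%. Under carboxylic acid metabolic process 5 of 8 genes did, among them Ckm (5.70), the muscle creatine kinase, and Mpc1 (2.44). Mrc2, Gpc1 (-2.22, SE 1.09) and Pcolce2 (-2.15, SE 0.71) were lower under collagen binding without passing it. Of 9 genes under growth, all lower, Sfrp5 was differentially expressed and Wisp2 (-3.46, SE 1.42) was not; with the smaller SE, 7 of the 9 were.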

**Figure 2:**
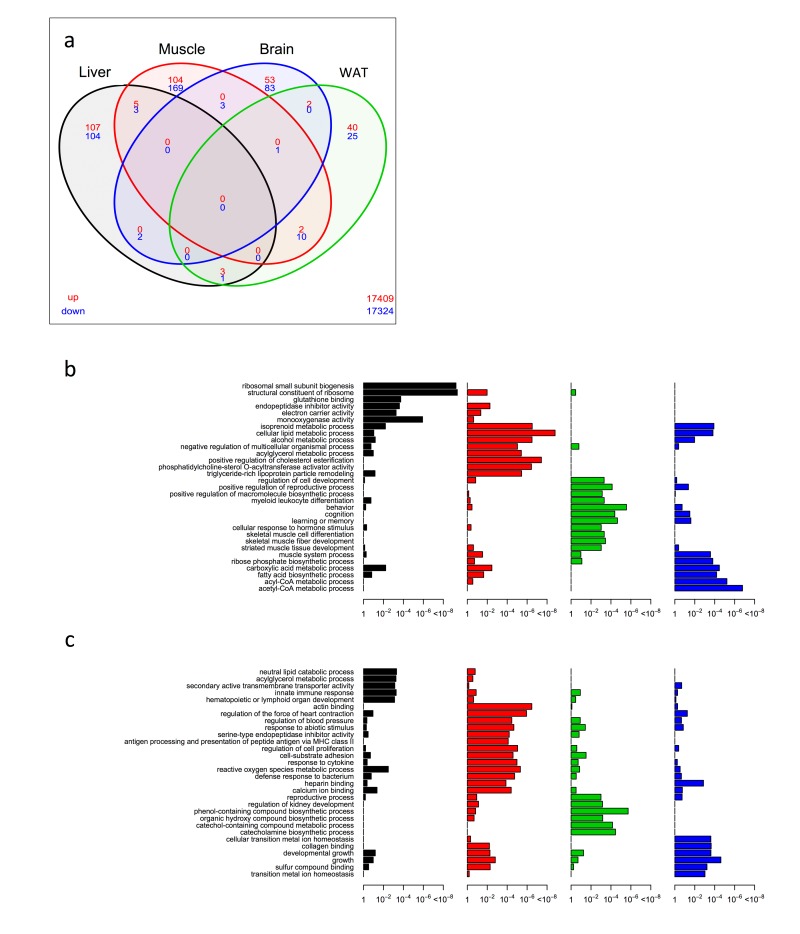
**Shared and distinct gene expression profile among four tissues in WT^DR^ mice.** (**a**) Venn diagram of similar expressed genes across liver, skeletal muscle, brain and WAT tissue in KO^AL^ mice. Significantly up-regulated genes are shown in red and significantly down-regulated genes are shown in blue. Common genes that are significantly up- or down-regulated are found in overlapping ovals. The numbers in the bottom far right denotes the number of genes expressed but not significantly up-regulated (red) or down-regulated (blue). (**b**) Up-regulated gene ontology (GO) terms in liver, skeletal muscle, brain and WAT of KO^AL^ mice. (**c**) Down-regulated GO terms in liver, skeletal muscle, brain and WAT of KO^AL^ mice.

### Transcriptional overlap between KO^AL^ and WT^DR^ mice

We next investigated the number of common and distinct genes significantly differentially expressed between KO^AL^ and WT^DR^ mice, which are summarised by a heatmap of the tissue-specific response in KO^AL^ mice and in WT^DR^ mice, both relative to WT^AL^ mice (Fig. 3; based on the average log_2_ difference between each of the conditions reported). A total of 1172 genes were significantly differentially expressed (FDR-adjusted p value < 10%) in at least one model and in one tissue. 

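In at least 1 tissue, 577 genes were differentially expressed between WT AL mice and either the group labelled KO AL or WT DR mice. With a t distribution in place of the normal distribution for the Wald statistic, on degrees of freedom from the number of libraries, 6 genes were. With the smaller SE there were 2722.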

The number of common and distinct genes significantly differentially expressed (q<0.1) between KO^AL^ and WT^DR^ mice are summarised using individual Venn diagrams for liver, skeletal muscle, brain and WAT (Fig. 4a-d; with the numbers in the bottom far right of each Venn diagram denoting the number of genes expressed but not significantly up-regulated (red) or down-regulated (blue) by either condition. For all tissues, there was highly significant overlap between KO^AL^ and WT^DR^ mice using the Fisher exact test in both up-regulated (red) and down-regulated (blue) genes. 

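In liver, 4 up-regulated and 7 down-regulated genes were shared between the group labelled KO AL and WT DR mice, and in skeletal muscle 20 up-regulated and 25 down-regulated. Brain shared 9 up-regulated and 3 down-regulated, and WAT 13 up-regulated and 11 down-regulated. Fisher's exact tests (two-sided) over the 8 combinations of tissue and direction gave p values from 2.0e-52 (skeletal muscle, down-regulated; Benjamini-Hochberg adjusted 1.6e-51) to 3.2e-09 (liver, up-regulated; adjusted 3.2e-09). Both comparisons subtract the same WT AL value, so errors in that value appear in both with the same sign, and genes are not independent replicates. In 100 simulated sets in which no gene differed between the groups, as many of the strongest genes as were differentially expressed here gave a mean of 2.48 shared up-regulated genes in liver (highest 6), 12.2 in skeletal muscle (highest 19), 2.42 in brain (highest 6) and 3.76 in WAT (highest 8). For down-regulated genes these means were 2.07 (highest 5), 6.68 (highest 14), 1.06 (highest 3) and 1.62 (highest 6). The observed number lay above the highest simulated one in all but liver up-regulated and brain down-regulated genes. When the sets were drawn with the SD divided as for the smaller SE, the highest number was 26 for skeletal muscle up-regulated and 7 for liver down-regulated genes, and the observed number did not lie above it there either.

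**Figure D2:**
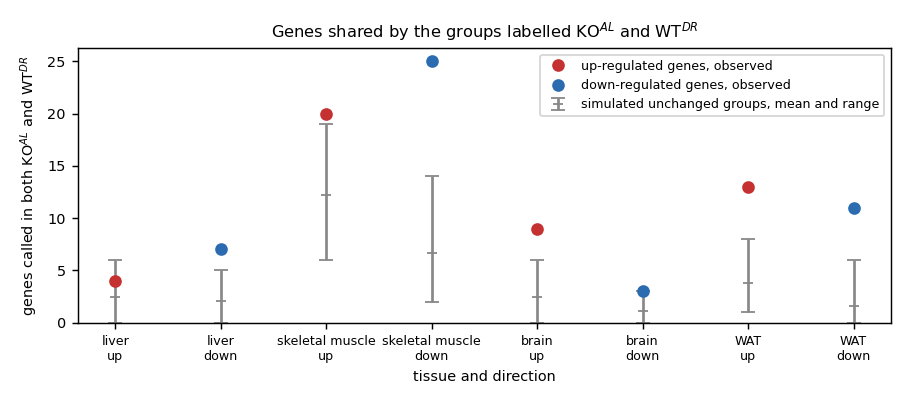
Number of genes differentially expressed in the same direction in the group labelled KO AL and in WT DR mice, both against WT AL, by tissue and direction, with the mean and the highest number over simulated sets of unchanged groups. Skeletal muscle has the most, with 20 up-regulated and 25 down-regulated genes.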

More transcriptional overlap in terms of number of genes significantly altered was observed between KO^AL^ mice and WT^DR^ mice in skeletal muscle (42 up/44 down), than in brain (31/10), WAT (11/26) or liver (24/12). 

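Among genes tested in both comparisons, the shared genes made up 36.4% of the genes up-regulated in KO AL skeletal muscle and 83.3% of those down-regulated, against 16% and 46.7% in liver, 47.4% and 100% in brain, and 12.6% and 29.7% in WAT. The shared up-regulated and down-regulated genes, with the smaller SE, numbered 118 and 146 in skeletal muscle, 49 and 29 in brain, 47 and 101 in WAT, and 45 and 33 in liver.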

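The genes differentially expressed in KO AL mice but not in the same direction in WT DR mice numbered 21 up-regulated and 8 down-regulated in liver, 35 and 5 in skeletal muscle, 10 and 0 in brain, and 90 and 26 in WAT, among entries tested in both comparisons. Those found in WT DR mice but not in the same direction in KO AL mice numbered 7 and 12 in liver, 48 and 60 in skeletal muscle, 6 and 14 in brain, and 24 and 35 in WAT. A gene past the FDR in one comparison and not in the other was not shown to differ between them.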

In all tissues there were more genes that were unique to KO^AL^ or WT^DR^ mice than genes that showed commonality across both models (Fig. 4). 

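Against WT AL mice, the group labelled KO AL had 26 genes up-regulated and 5 down-regulated in brain, 28 and 15 in liver, 64 and 32 in skeletal muscle, and 161 and 38 in WAT. The tests covered 13614 genes in liver, 14102 in skeletal muscle, 15264 in brain and 15481 in WAT. In liver the median of all tested genes was shifted by 0.16 on the log2 scale and in brain by 0.13, toward the group labelled KO AL. With the smaller SE there were 502 up-regulated and 418 down-regulated genes in WAT, a more even split.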

In KO^AL^ mice the number of genes differentially expressed for each tissue were as follows; brain (92 up/19 down), liver (87/37), muscle (111/74) and WAT (173/171). 

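Against WT AL mice, WT DR mice had 15 up-regulated and 19 down-regulated genes in brain, 13 and 19 in liver, 112 and 85 in skeletal muscle, and 39 and 46 in WAT. The median of all tested genes in WAT fell by 0.17, and once it was subtracted the order turned, with 47 up-regulated and 38 down-regulated genes. In skeletal muscle it turned with the smaller SE, which gave 433 and 464. Of the up-regulated genes in skeletal muscle, those whose rise the liver share of FPKM accounts for were set aside as a check, and 42 of the 112 were left.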

In WT^DR^ mice, the number of genes differentially expressed within each tissue was as follows; brain (55/89), liver (115/110), muscle (111/186) and WAT (47/37) (Fig. 4a-d and Table S7).

**Figure 3:**
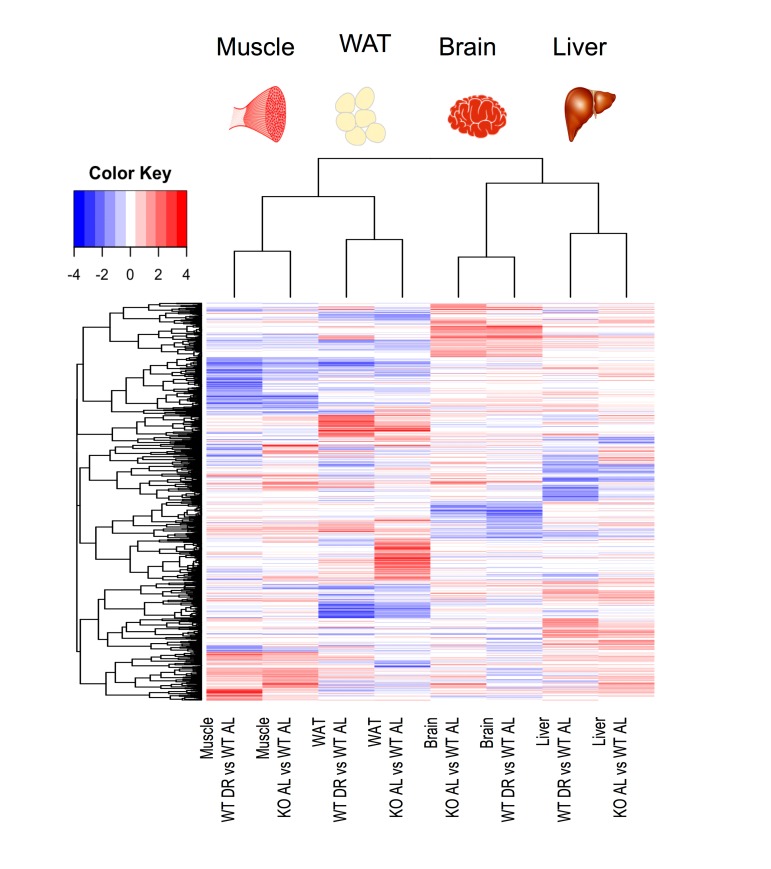
**Heat map of significantly differentially expressed genes in liver, skeletal muscle, brain and WAT from either KO^AL^ or WT^DR^ mice compared to WT^AL^.** A total of 1172 genes were significantly differentially expressed. Red represents up-regulated genes and blue represents down-regulated genes.

**Figure 4:**
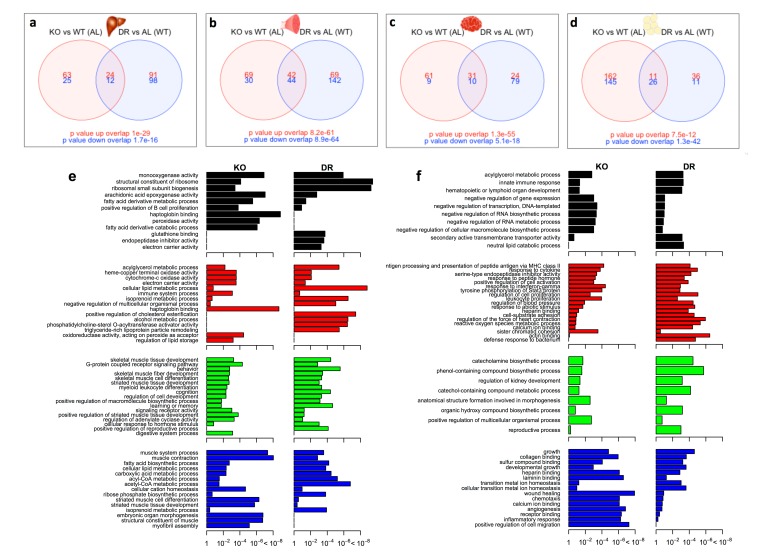
**Shared and distinct gene expression profile between KO^AL^ and WT^DR^ mice.** Venn diagram of similar and separate expressed genes across (**a**) liver, (**b**) skeletal muscle, (**c**) brain and (**d**) WAT. Significantly up-regulated genes are shown in red and significantly down-regulated genes are shown in blue. Common genes that are significantly up- or down-regulated are found in overlapping circles. The numbers in the bottom far right denotes the number of genes expressed but not significantly up-regulated (red) or down-regulated (blue). (**e**) Up-regulated gene ontology (GO) terms in liver (black), skeletal muscle (red), brain (green) and WAT (blue) shared between KO^AL^ and WT^DR^ mice. (**f**) Down- regulated GO terms in liver, skeletal muscle, brain and WAT shared between KO^AL^ and WT^DR^ mice.

We then identified common GO terms within the up-regulated (Fig. 4e) and down-regulated (Fig. 4f) categories from KO^AL^ and WT^DR^ mice. 

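In liver, the 8 genes listed under monooxygenase activity for KO AL mice had a median log2 difference of 1.56 there, and 6 of them were also higher in WT DR mice, with a median of 0.96. Under arachidonic acid epoxygenase activity, Cyp2c44 rose by 1.53 and 2.05, and 3 of the 4 listed genes were higher in both. All 16 ribosomal genes listed for WT DR mice were higher in the group labelled KO AL too, with a median of 1.06. The direction in the other comparison is not independent, since both use the same WT AL value. Among the 100 strongest genes of simulated unchanged groups, a mean of 98.2% had the same sign in both comparisons in liver, 97.3% in skeletal muscle, 98.8% in brain and 85.1% in WAT.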

Within the up-regulated sets, common GO terms in liver of KO^AL^ and WT^DR^ mice included monooxygenase activity, structural constituents of ribosome and arachidonic acid epoxygenase activity (Fig. 4e). 

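In skeletal muscle, Apoa2, Apoc1, Apoe, Thrsp, Cyp2e1 and Slc37a4, which are listed under acylglycerol metabolic process for WT DR mice, had a median log2 difference of 2.18 there and of 1.43 in the group labelled KO AL. In both groups Thrsp was differentially expressed, and it was the one of the 6 in KO AL mice. Apoa2 and Apoc1, abundant in liver, rose by 1.21 (SE 1.04) and 1.78 (SE 1.12) in the group labelled KO AL. The 3 cytochrome-c oxidase genes listed for KO AL mice rose in WT DR mice by between 0.33 and 1.44, and 0 of them was differentially expressed there.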

In skeletal muscle, common GO terms included acylglycerol metabolic process and several associated with mitochondrial function (Fig. 4e). 

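In brain, Nr4a1 (log2 difference 2.33, SE 0.65), Mef2c (1.72), Egr1 (1.59) and Homer1 (1.54) were higher in the group labelled KO AL and are listed under skeletal muscle tissue development for both groups. In WT DR mice they rose by 1.46, 1.57, 1.29 and 1.69. Nr4a1 and Egr1 are immediate early genes. Fezf2 (2.33, SE 0.73) and Tbr1 (2.21, SE 0.88), markers of cortical neurons, rose in KO AL mice and by 1.94 and 1.78 in WT DR mice. None of these genes passed the FDR of 10% in either comparison. In WAT, the 6 genes listed for KO AL mice under skeletal muscle tissue development had a median of 1.47, with 3 differentially expressed (Mylpf, Sox17 and Hoxd9). In WT DR mice 2 of the 6 were higher, and their median was -0.40.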

Significant and common GO terms from the up-regulated sets in brains of KO^AL^ and WT^DR^ mice included skeletal muscle tissue development, G-protein coupled receptor signalling, commitment of neuronal cell to specific neuron type in forebrain and cognition (Fig. 4e), while in WAT, common GO terms included skeletal muscle tissue development, G-protein coupled receptor signalling and myeloid leucocyte differentiation (Fig. 4e).

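In liver, the genes listed under acylglycerol metabolic process for WT DR mice were Apoa4, Mgll, Lpin1, Sik1 and Plin5, and 3 of these 5 were also lower in the group labelled KO AL. Lpin1 fell by 1.73 (SE 0.65) in WT DR mice. The 9 genes under innate immune response had a median log2 difference of -1.61 in WT DR and -0.31 in the group labelled KO AL. For the 8 genes under negative regulation of RNA metabolic process, the medians were -1.51 in the group labelled KO AL and -1.22 in WT DR mice. Zbtb38 was differentially expressed in both.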

In liver, significant GO terms shared across the down-regulated sets across KO^AL^ and WT^DR^ mice included acylglycerol metabolic process, innate immune response and negative regulation of RNA biosynthetic process (Fig. 4f). Within skeletal muscle, many significant and overlapping GO terms were associated with inflammation including response to cytokine and antigen processing and presentation of peptide antigen via MHC class II, while overlapping GO terms in the brain included catecholamine biosynthetic process and anatomical structure formation in morphogenesis. 

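In skeletal muscle the 8 genes listed under response to cytokine for KO AL mice were all lower in WT DR mice as well, where 6 were differentially expressed. Lep had a log2 difference of -3.09 (SE 0.58) in the group labelled KO AL. Prmt2, whose entry joins it with Mir678, fell by 4.10 in that group and fell by 4.63 in WT DR mice; the value cannot be divided between the genes of the entry. Of the genes under antigen processing and presentation via MHC class II, H2-Aa (-1.87) and H2-Eb1 (-1.72) were down-regulated in WT DR mice. In brain, Th (-1.69, SE 0.73), Ddc (-2.28, SE 0.78) and Hdc (-1.82, SE 1.20) were lower in the group labelled KO AL without passing the FDR of 10%. Unequal proportions of brain regions may contribute to these falls in that group. The 5 genes listed for that group under anatomical structure formation involved in morphogenesis had a median of -1.39 in WT DR mice.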

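In WAT, 20 of the 21 genes listed under growth for KO AL mice were lower in WT DR mice too, with medians of -1.29 and -1.78. Sfrp5 (-2.67, SE 0.55) and Cdkn1c (-1.66, SE 0.30) were among the 4 down-regulated in the group labelled KO AL. The 7 genes under collagen binding had medians of -1.26 and -2.15. Of the 16 genes under wound healing, 15 were lower in WT DR mice and 0 was differentially expressed there.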

Finally in WAT, overlapping GO categories between KO^AL^ and WT^DR^ included WAT growth, collagen binding and wound healing (Fig. 4f).

### Transcriptional impact of long-term 30% DR in IRS1 KO mice

A three-way Venn analysis was used to explore common and unique gene expression across KO^AL^, WT^DR^ and KO^DR^ mice (Fig. 5a-d). 

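The paper's text does not name the reference of KO DR mice in Fig. 5. Here KO DR mice were compared with WT DR mice, so that genotype differs on the same diet. That this is the paper's comparison is an assumption. Genes differentially expressed in the same direction in the groups labelled KO AL and KO DR and in WT DR mice numbered 0 in liver, 0 in brain and 0 in WAT, while 1, 0 and 3 genes changed in the same direction in all 3 comparisons at an unadjusted p under 0.05. The choice of reference moved this count most: with WT AL mice as the reference for KO DR mice, 7 genes were shared in liver, 2 in brain and 17 in WAT. With KO AL mice as the reference there were 0 in each of these tissues.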

No genes were identified that were shared in common across KO^AL^, WT^DR^ and KO^DR^ mice in liver, brain or WAT. However, four common genes were up-regulated in skeletal muscle (Fig. 5c); the ribosomal genes *Rpl17*, *Rps26* and *Rpl31*, and *Thrsp* which is involved in fatty acid metabolism. 

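In skeletal muscle 1 gene, Gm22505, was up-regulated in all 3 comparisons; its name was taken from the count after the values were seen. With KO AL mice as the reference for KO DR there were 3 and with WT AL mice 30, which include Thrsp. Between KO DR and WT DR mice, Thrsp rose by 1.05 (SE 0.39) and Rps26 by 1.15 (SE 0.56), and both were differentially expressed with the smaller SE. Rpl17 (0.19, SE 0.58) and Rpl31 (0.09, SE 0.96) had differences smaller than their SE. Between WT DR and WT AL mice Thrsp rose by 1.95, Rps26 by 0.66 and Rpl17 by 0.84.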

In general, the overall transcriptional profile following DR in KO mice (KO^DR^) did not overlap with either the signature seen in KO^AL^ or WT^DR^ mice. Furthermore, using a GO approach we found that many of the shared GO categories identified between KO^AL^ or WT^DR^ were not observed in KO^DR^ mice (Fig. S1a-h), which revealed an induction of a unique set of genes. This was particularly noticeable in the skeletal muscle and brain, where many more genes were differentially regulated in KO^DR^ mice than in either KO^AL^ or WT^DR^ mice. 

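Of the genes differentially expressed between KO DR and WT DR mice, 4 in liver, 17 in skeletal muscle, 1 in brain and 9 in WAT were also differentially expressed in the same direction in the group labelled KO AL, and 1, 2, 1 and 1 in WT DR mice. In the direction opposite to their change in WT DR mice, 9 changed in liver, 93 in skeletal muscle, 17 in brain and 7 in WAT; here the WT DR value is subtracted in one comparison and added in the other. With WT AL mice as the reference, 17 of 37 genes in liver, 50 of 123 in skeletal muscle, 6 of 16 in brain and 52 of 192 in WAT were shared with KO AL mice. From the small number of genes common to the 3 groups, and from GO categories shared by KO AL and WT DR mice that it did not find in KO DR mice, the paper states that DR in KO mice induces a unique set of genes.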

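Between KO DR and WT DR mice, 124 genes were up-regulated and 189 down-regulated in skeletal muscle in the group labelled KO DR, and 151 and 26 in brain. In liver there were 25 and 14. The median of all tested genes in brain was shifted by 0.23 toward the group labelled KO DR, and once this median was subtracted the split in brain was 62 up-regulated and 44 down-regulated genes. With the smaller SE, skeletal muscle had 816 and 689. Setting aside genes whose rise in WT DR skeletal muscle follows the liver FPKM leaves 248 of the 313 differentially expressed genes in skeletal muscle.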

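In brain, 175 genes were differentially expressed between KO DR and WT DR mice and not in the same direction in either other comparison. Among the genes of this comparison, 17 were differentially expressed in the opposite direction in WT DR mice and 8 in the group labelled KO AL. Counted within each direction in the same way, 18 genes were found in the group labelled KO AL alone and 21 in WT DR mice alone. With WT AL mice as the reference for KO DR, the number unique to KO DR was 7, and with KO AL mice 54. The smaller SE gave 2191 up-regulated and 614 down-regulated genes unique to KO DR mice in the first of these comparisons. In this tissue the mitochondrially encoded genes took 33.6% of all FPKM in WT DR and 12.1% in KO DR mice.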

In the brain, for example 1124 genes were uniquely and significantly differentially regulated in KO^DR^ mice, compared to only 68 and 103 in KO^AL^ or WT^DR^ mice respectively. In contrast, only 20 genes were differentially regulated in the WAT of KO^DR^ mice.

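In WAT, 32 genes were up-regulated and 10 down-regulated in the group labelled KO DR against WT DR mice, of which 32 were not differentially expressed in the same direction in either other comparison. In the opposite direction, 7 of the genes were differentially expressed in WT DR mice and 4 in the group labelled KO AL. The labels give WT DR 2 libraries in this tissue. Against WT AL mice 192 genes were differentially expressed in KO DR WAT, and against KO AL mice 110.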

**Figure 5:**
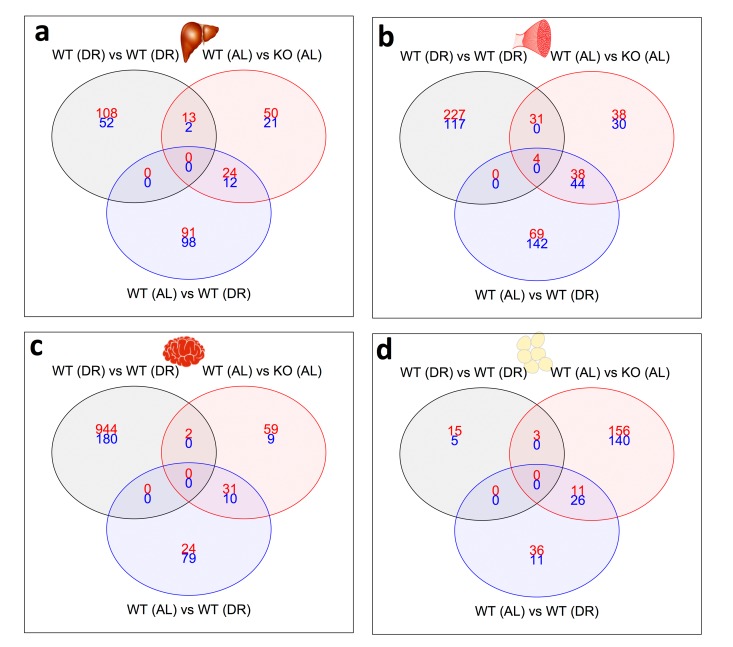
**Shared and distinct gene expression profile between KO^AL^, KO^DR^ and WT^DR^ mice.** Venn diagram of similar and separate expressed genes across (**a**) liver, (**b**) skeletal muscle, (**c**) WAT and (**d**) skeletal muscle. Significantly up-regulated genes are shown in red and significantly down-regulated genes are shown in blue. Common genes that are significantly up- or down-regulated are found in overlapping circles. The numbers in the bottom far right denotes the number of genes expressed but not significantly up-regulated (red) or down-regulated (blue).

### Transcriptional direction between KO^AL^ and WT^DR^ mice

There was a significant correlation of significantly differentially expressed genes (FDR < 10%) between KO^AL^ (vs WT^AL^) and WT^DR^ (vs WT^AL^) mice across all tissues (Fig. S2a-d), with the highest correlation noted in brain (Fig. S2c) and the weakest in liver (Fig. 21). 

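Across genes differentially expressed in KO AL or WT DR mice, the log2 differences of the 2 comparisons had a Spearman's rho of 0.613 over 57 genes in liver (Pearson's r 0.585), 0.746 over 191 in skeletal muscle (r 0.586), 0.891 over 41 in brain (r 0.901) and 0.680 over 197 in WAT (r 0.677). These correlations run across genes, which are not independent replicates, so no p is given. The shared WT AL value alone lifts rho above 0: simulated unchanged groups gave a mean rho of 0.789 in liver, 0.783 in skeletal muscle, 0.749 in brain and 0.603 in WAT.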

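Of the genes differentially expressed between the group labelled KO AL and WT AL mice, the share with a smaller absolute log2 difference between KO DR and WT DR mice was 87.5% in liver, 82.1% in skeletal muscle, 75% in brain and 93.3% in WAT. The genes differentially expressed between WT DR and WT AL mice were compared with their difference between KO DR and KO AL mice. That difference was the smaller one for 89.7% in liver, 97.4% in skeletal muscle, 75.9% in brain and 88.8% in WAT. Liver RNA in the WT DR group may raise the skeletal muscle value. Adding 1.80% of the WT DR liver FPKM accounts for most of the rise of 70 of the 112 genes up-regulated there. Choosing genes on the first comparison makes the second smaller on average: in simulated unchanged groups the first share was 99.7% in liver, 99.6% in skeletal muscle, 100% in brain and 90.6% in WAT and the second 99.9% in liver, 98.8% in skeletal muscle, 99.7% in brain and 99.7% in WAT. Chosen the other way, from genes differentially expressed between KO DR and WT DR mice, the difference under AL was the smaller one for 69.6% in liver, 89.9% in skeletal muscle, 85.2% in brain and 81.2% in WAT.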

The magnitude of the fold change of significantly (FDR < 10%) differentially expressed genes associated with the loss of IRS1 was typically greater under AL (KO^AL^) conditions compared to those under DR (KO^DR^) conditions (Fig. 6a), Similarly, signatures associated with DR tended to be greater in WT (WT^DR^) mice compared to KO (KO^DR^) mice (Fig. 6b). Together, these data suggest that the gene expression changes induced by the loss of IRS1 are repressed under DR conditions in liver, skeletal muscle and WAT, but in brain there appears to be a unique gene expression response in mice that lack IRS1 and challenged with DR (Fig. 6a).

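For genes differentially expressed in the group labelled KO AL, rho between the genotype differences under AL and under DR, which share no group, was 0.243 in liver, 0.279 in skeletal muscle, -0.380 in brain and 0.382 in WAT. For genes differentially expressed in WT DR mice, rho between the DR differences in WT and in KO mice was 0.281, 0.464, -0.766 and 0.560. Simulated unchanged groups gave a first rho of between -0.408 and 0.279 in liver and between -0.562 and 0.421 in brain (20 genes). They gave a second of between -0.478 and 0.557 in liver. Over the chosen genes these 3 values lie within what chance gives, and the other 5 lay outside their ranges. Over all tested genes these 3 also lay outside the simulated ranges. There the first rho was 0.135 in liver (simulated -0.0220 to 0.0228) and -0.223 in brain (-0.0307 to 0.0201). The second was 0.319 in liver (-0.0182 to 0.0196). The difference between the genotype effects on the 2 diets (KO DR minus WT DR, less KO AL minus WT AL) was itself tested and passed the FDR of 10% for 13 genes in liver, 48 in skeletal muscle, 61 in brain and 18 in WAT. From the smaller differences under DR, the paper proposes that the changes caused by loss of IRS1 are repressed under DR in liver, skeletal muscle and WAT, and that brain has a response of its own in KO mice on DR.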

**Figure 6:**
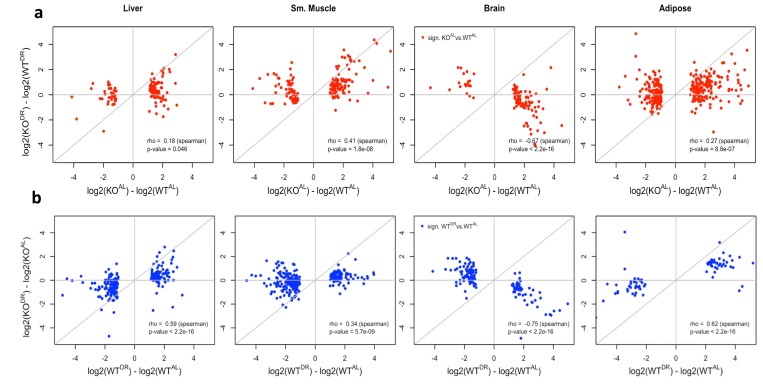
**Correlation of WT and KO fed AL or DR diets.** (**a**) The log2 fold change correlation between WT and KO fed AL or DR conditions of genes significantly differentially expressed (q value < 0.10) when comparing WT and KO expression in AL conditions (red). (**b**) The log2 fold change between AL or DR conditions in WT and KO backgrounds of genes significantly differentially expressed (q value < 0.10) when comparing AL and DR conditions in a WT background (blue).

Additionally, genes in liver, skeletal muscle and WAT that were significantly differentially expressed between WT^AL^ *and* KO^AL^ also tended to be differentially expressed (although not always significantly) when comparing WT^AL^ and WT^DR^ comparison. 

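For genes differentially expressed in the group labelled KO AL, rho with the WT DR difference was 0.685 in liver, 0.718 in skeletal muscle and 0.727 in WAT, and 72.5%, 88.2% and 79.3% of them had the same direction. Both differences contain the WT AL value.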

If the loss of IRS1 and the effects of DR on gene expression were additive, then the expectation would be that the magnitude of gene expression change between the extremes (WT^AL^ and KO^DR^) would be greater than the changes between WT^AL^ and KO^AL^. Instead, the data suggested a plateau for gene expression changes, except in the brain where changes associated with the loss of IRS1 were clearly suppressed under DR (Fig. S3a, S4). 

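For genes differentially expressed between the group labelled KO AL and WT AL mice, log2 differences from WT AL were taken in the direction of the KO AL change. Their median was 2.66 in KO AL and 1.42 in KO DR mice in liver, 1.62 and 1.46 in skeletal muscle, 3.17 and 0.84 in brain, and 2.51 and 1.89 in WAT. The KO DR change was opposite, and so negative, for 23.1% in liver, 7.06% in skeletal muscle, 15% in brain and 8.57% in WAT. In the KO AL direction, the difference was larger in KO DR than in KO AL mice for 20.5% in liver, 42.4% in skeletal muscle, 5% in brain and 22.1% in WAT of the genes. The genes were chosen on the KO AL value, which lowers the other value on average.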

Again similarly, gene expression changes associated with DR conditions appeared to reach a plateau in KO mice. The correlation between genes significantly differentially expressed between WT^AL^ and WT^DR^ compared to the fold change between the two extreme conditions (WT^AL^ and KO^DR^) had a similar fold change magnitude in the liver, skeletal muscle and WAT, whereas changes in brain had a smaller magnitude of change in *Irs1^-/-^* mice (Fig. 3b, S4).

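For genes differentially expressed between WT DR and WT AL mice, rho between the WT DR and KO DR differences, both from WT AL, was 0.762 in liver, 0.859 in skeletal muscle, 0.606 in brain and 0.934 in WAT. Taken in the direction of the WT DR change, the median log2 difference was 3.00 in WT DR and 1.56 in KO DR mice in liver, 2.18 and 1.26 in skeletal muscle, 2.95 and 0.77 in brain, and 3.09 and 2.05 in WAT. The KO DR change was opposite, and so negative, for 6.90% in liver, 9.21% in skeletal muscle, 26.7% in brain and 4.82% in WAT. In the WT DR direction, the difference was larger in KO DR mice for 17.2% in liver, 19.1% in skeletal muscle, 13.3% in brain and 18.1% in WAT of these genes. The genes were chosen on the WT DR value, which lowers the KO DR value on average. Liver RNA in the WT DR group may add to this in skeletal muscle.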

### KO^AL^ mice phenocopy WT^DR^ mice but DR additively affects body mass and body composition in *Irs1* KO mice

When KO^AL^ mice were maintained on a normal chow diet they were significantly lighter, leaner and had significantly reduced plasma leptin levels compared to WT^AL^ mice, despite being hyperphagic (Fig. 7 a-f). Following 12 months of 30% DR, body mass (F=38.38, p<0.0001) was significantly reduced in both (WT^DR^) and (KO^DR^) mice relative to their appropriate *ad libitum* controls (Fig. 7a; WT^AL^ and KO^AL^ respectively). However, upon completion of the study the weight loss in WT^DR^ mice was greater (36% loss relative to WT^AL^) compared to KO^DR^ mice (21% loss relative to KO^AL^) (Fig. 7b; interaction, F=10.97, p=0.002). Fat-free mass (% BM) was higher in DR mice, regardless of genotype, with KO mice having more fat-free mass compared to WT mice (Fig. 7c; genotype F=7.135, p=0.014; treatment F=12.667, p=0.002). In addition, DR further reduced fat mass (% of BM) in the already lean KO mice (Fig. 7d; genotype F=6.467, p=0.0185; treatment F=15.24, p=0.0008). Plasma leptin levels (Fig. 7e) were similarly affected by genotype (F= 18.845, p<0.001) and treatment (F=33.478, p<0.001), although a significant interaction existed between genotype and treatment (F=19.879, p<0.001), with the magnitude of the effect of DR on leptin levels being much greater in the WT mice. Mass-corrected food intake of KO^AL^ mice was significantly higher (F=6.065, p<0.0001) than WT^AL^ mice at 15 months of age (Fig. 7f). Glucose tolerance was significantly enhanced in KO mice relative to WT mice at 15 months of age (F=11.031, p=0.002; Fig. 8a, b), although there was no additional benefit of DR on glucose tolerance in either genotype (F=3.148, p=0.084). Fed blood glucose (Fig. 8c) levels were unaffected by genotype (F=1.075, p=0.306) and treatment (F=3.923, p=0.055), as was the case for fasting insulin levels (Fig. 8d; genotype F=0.867, p=0.358; treatment F=3.106, p=0.086). A significant genotype effect (F=5.023, p=0.031), but no treatment effect (F=1.252, p=0.270), was seen in plasma resistin levels (Fig. 8e).

**Figure 7:**
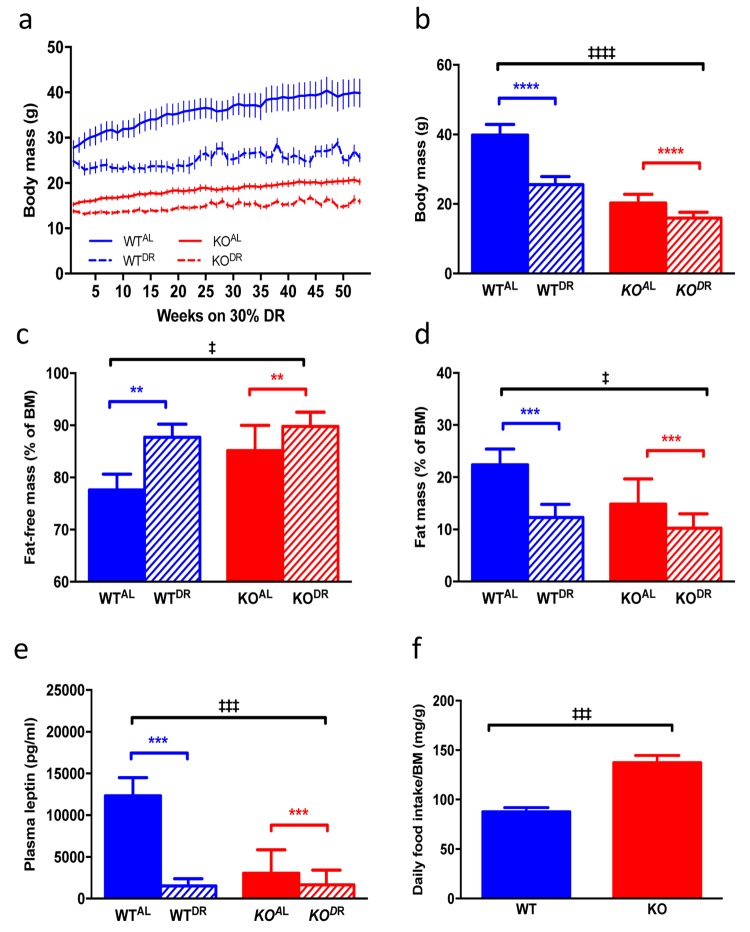
**Body mass and adipose physiology of WT and KO mice on AL and DR diets.** (**a**) Raw body mass measurements of WT^AL^, WT^DR^, KO^AL^, KO^DR^ for 52 weeks once DR mice reached 30% DR. (**b**) Body mass of mice at final time point of 52 weeks. (**c**) Fat-free mass (% of body mass) of mice at 12 months of DR. (**d**) Fat mass (% of body mass) of mice at 12 months of DR. (**e**) Plasma leptin levels in mice at 12 months of DR. (**f**) Daily food intake (corrected for body mass) of mice fed AL diets. WT^AL^, n = 8; WT^DR^, n = 6; KO^AL^, n = 14; KO^DR^, n = 10. Error bars represent mean ± SEM. * represents significant effect of treatment and ‡ represents significant effect of genotype. **/‡‡ p < 0.01, ***/‡‡‡ p < 0.001. For **a** blue lines represent WT mice and red lines represent KO mice; solid lines represent mice fed an AL diet and dashed lines represent mice fed a DR diet. For **b-e** blue bars are WT mice and red bars are KO mice, solid bars represent AL diet and hatched bars represent DR diet.

**Figure 8:**
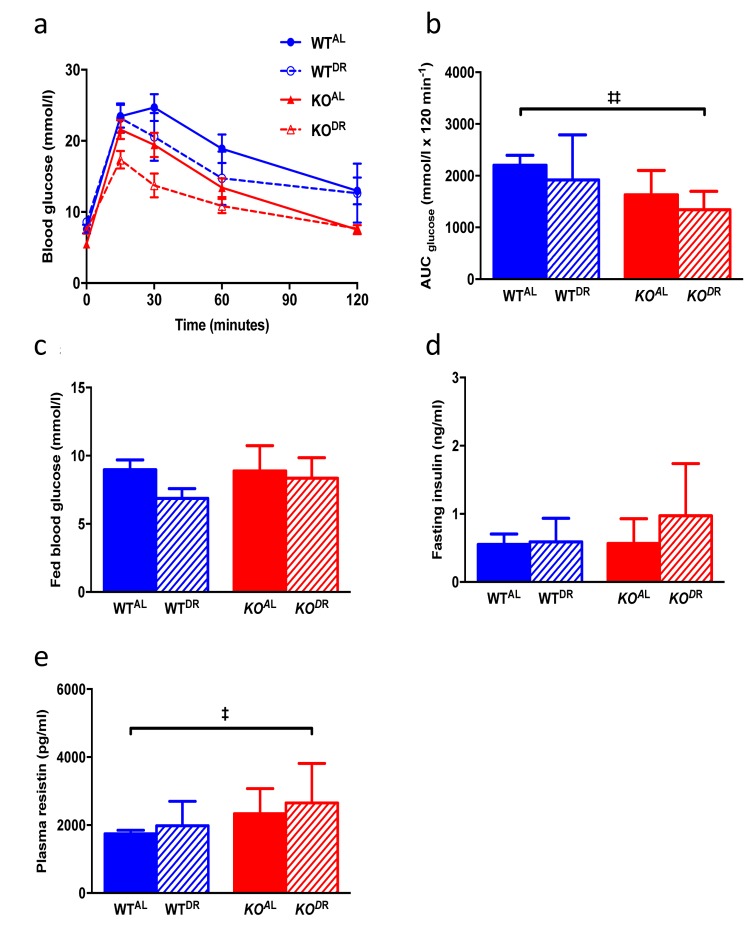
**Glucose and insulin metabolism in 15-month-old WT and KO mice.** (**a**) Glucose tolerance curves (**b**) area under the curve (**c**) fed blood glucose (**d**) fasting circulating insulin levels. (**e**) Plasma resistin levels. WT^AL^, n = 8; WT^DR^, n = 6; KO^AL^, n = 14; KO^DR^, n = 10. Error bars represent mean ± SEM. * represents significant effect of treatment and ‡ represents significant effect of genotype. ‡ p < 0.05; **/‡‡ p < 0.01.

## DISCUSSION

In the present study we identified transcriptional signatures within liver, skeletal muscle, brain and inguinal white adipose tissue and measured metabolic parameters in two established mouse models of longevity; genetic global knockout of IRS1 (*Irs1^-/-^*, KO^AL^) and dietary restriction (WT^DR^) and in *Irs1^-/-^* mice subject to 12 months of 30% DR (KO^DR^). We observed very little transcriptional overlap between tissues within either KO^AL^ or WT^DR^. Such tissue-specific differences within our long-lived models is supported by a recent transcriptomic and proteomic studies in rodents [39,40] and in long-lived IIS mutant flies [41], and indicates that the underlying processes that act overall to modulate longevity and affect healthspan may act independently on specific organs and tissues.

Gene expression of *Rpl37a*, *Rpl31* which both encode components of the 60S ribosomal subunit, and *Rps26*, which encodes a component of the 40S subunit, were commonly up-regulated across liver, skeletal muscle and brain of KO^AL^ mice. These findings are slightly paradoxical given the reported link between reduced ribosomal biogenesis and longevity in *C. elegans* [42], and the recent finding that both *Irs1^-/-^* and DR mice possess smaller nucleoli in liver, brain and kidney relative to WT controls [43]. However, increased expression of these genes may be evidence of enhanced ribosomal biogenesis/turnover that may reflect a compensatory response to reduce protein synthesis, which has been reported in *Irs1^-/-^* mice [44], and/or reflect improved protein quality control in order to maintain optimal ribosomal populations [45]; proteostasis being an established candidate mechanism underlying longevity [46,47]. Of course, it may simply be the case that transcript levels do not reflect protein levels, as previously reported in long-lived *Daf-2* mutants [48], and it is also well established that particular ribosomal-associated proteins have additional functions, including DNA repair, apoptosis and tumour suppression, that may have important implications for both lifespan and healthspan [49].

When comparing gene regulation between tissues from WT^DR^ mice, we found only *Sfrp5,* a Wnt antagonist, to be down-regulated within skeletal muscle, brain, and WAT. This is in line with whole transcriptome analysis of WAT from WT mice following short-term DR [50]. Wnt signalling has been implicated in aging at both the cellular and whole animal level [51,52], and reduced Wnt signalling is implicated in the lifespan extension noted in *C. elegans* [53] and Klotho transgenic mice [52,54]. GO categories related to ribosomal biogenesis were identified in the up-regulated gene sets of liver and muscle in WT^DR^ mice, with a large number of GO categories linked to lipid metabolic processes over-represented in muscle. Several GO categories linked to cognition and behaviour were identified in the up-regulated gene set of the WT^DR^ mice supporting evidence that lifelong DR increases working memory in mice [55].

The RNA sequencing approach enabled us to identify transcriptional commonality within individual tissues between KO^AL^ and WT^DR^ mice. Of the shared transcriptional regulation within both interventions (KO^AL^ mice and WT^DR^), an increased number of transcripts were associated with ribosomal biogenesis, particularly in liver, muscle and brain of KO^AL^ mice and liver and muscle of WT^DR^ mice. We have previously shown that the metabolic phenotype (metabotype) of plasma from *Irs1^-/-^* mice revealed significantly lower levels of methionine [35]. Methionine restriction, another dietary intervention, which extends lifespan in rodent models [56], induces genes that encode ribosomal proteins [39], leading the authors of the latter study to suggest that their results may be due to methionine restriction causing inefficient translation due to lack of functional, fully aggregated ribosomes [39]. The common transcriptional regulation supports our earlier work in which, using a whole-genome approach, where we compared the hepatic transcriptional profile of long-lived *S6K1* KO mice to WT^DR^ mice and to KO^AL^ mice [14]. 

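In inguinal WAT, the 14 tested genes of a list of abundant skeletal muscle transcripts had a median log2 difference of 5.15 in the group labelled KO AL and 3.57 in WT DR mice. A list of 5 brown and beige fat genes had medians of 1.57 and 1.92. Of these 5, 1 was differentially expressed in the group labelled KO AL and 0 in WT DR mice. Adjusted over the list alone, 3 passed the FDR of 10% in each comparison. Ucp1 had an FPKM of 3.13 (0.649 to 5.61) in WT AL, 9.87 (3.32 to 16.4) in KO AL and 11.8 (2.12 to 21.5) in WT DR WAT, with the authors' 95% interval in parentheses, and was not differentially expressed in either comparison. Across 60 further genes abundant in muscle and low in WT AL WAT, the rise in the group labelled KO AL lay within 3-fold of the rise that 0.946% of the muscle FPKM would give for 81.7% of them. With KO DR WAT as the reference, where the list gave 0.449% of the muscle FPKM, the rise lay within 3-fold of that level for 25% of 8 genes, and for WT DR against WT AL WAT for 38.9% of 36 genes at 0.209% of the muscle FPKM. KO DR WAT itself held muscle transcripts, with Ckm at 81.0 FPKM against 2.20 in WT AL WAT, so the 8 genes cannot decide.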

We also observed that genes associated with skeletal muscle proliferation and differentiation were up-regulated in WAT of KO^AL^ and WT^DR^ mice, this finding may indicate beiging of WAT. Brown adipocytes originate from a precursor shared with skeletal muscle [57] and beiging of inguinal WAT has previously been reported in dietary restricted mice [58]. Despite the common overlap in gene regulation we observed a far greater number of significantly altered genes that were unique to either KO^AL^ or WT^DR^ mice. This finding contrasts to those reported in a comparison between long-lived *AC5* KO mice and WT mice challenged with 40% DR, in which gene expression profiles across brain, heart, skeletal muscle and liver showed significant commonality [33].

We also noted up-regulated genes involved in fatty acid metabolism within tissues of KO^AL^ mice and several shared between KO^AL^ and WT^DR^ in skeletal muscle and WAT, suggesting that enhanced fatty acid metabolism is a common mechanism shared between IIS and DR. Overexpression of fatty-acid-β-oxidation related genes has been reported to extend lifespan in *Drosophila* [59], with increased fatty acid metabolism linked to enhanced autophagy which correlates with longevity and confers protection against metabolic syndrome during aging [60]. In contrast, genes involved in inflammation were commonly down-regulated in tissues isolated from KO^AL^ mice. Levels of inflammation have been linked to health and longevity [61,62] and an enhanced immune response has previously been reported in *Irs1^-/-^* mice [13], and in other long-lived mice [13,63,64]. Furthermore, reduced inflammation in long-lived KO^AL^ mice may reflect a more efficient removal of senescent cells which again is correlated with longevity in mice [65,66], although this needs to be verified in the *Irs1^-/-^* mice.

The gene regulation profile was strikingly different in KO^DR^ compared to either KO^AL^ or WT^DR^ mice, for example more than 1000 genes were uniquely and significantly differentially regulated in brain of KO^DR^ mice. Although we did not see any apparent behavioural differences between our mice at the termination of the study, it would be interesting to formally test cognitive function and neural architecture in *Irs1^-/-^* mice on DR. We are aware that *Irs1^-/-^* mice are already protected against some aspects of cognitive decline during aging [13] in addition to having an increased brain to body ratio compared to WT mice [67]. In comparison to the largely unique gene profile in the brain of KO^DR^ mice, we found only 20 genes that were differentially regulated in the WAT of KO^DR^ mice. This suggests that WAT is more refractory to the effects of DR in this IIS mutant relative to the other tissues. It is unclear whether this is due to a protective measure against extreme weight loss, which is linked to mortality in AC5 KO mice exposed to DR [33].

Gene profiles that did overlap across KO^DR^, KO^AL^ and WT^DR^ mice, were found only in skeletal muscle, and were once again associated with ribosomal genes; *Rpl17*, *Rpl31* and *Rps26*. *Rpl17* expression positively correlates with ribosome diversity within cells [68] and *Rps26* has a potential role in the DNA damage response through transcriptional regulation of p53 activity [69]. Up-regulation of ribosomal genes in skeletal muscle may act as protection against age-related sarcopenia [70].

The findings of our gene profiling indicate clear tissue-specificity in the transcriptional responses observed in both long-lived DR mice and long-lived *Irs1^-/-^* mice, suggesting that potential mechanisms acting to slow aging may differ on the level of the tissue/organ, with very few individual genes shared across different tissues within either long-lived model. However, we also show that overlap does exist within the same tissue across these two mouse models, this was also seen in several metabolic parameters, suggesting some commonality exists, although more genes were unique to each model than actually overlapped between the mouse models. Hepatic gene expression profiles revealed that insulin/IGF-1 related genes among others were differentially expressed between Ames dwarfism and dietary restriction [34,74]. Hepatic gene expression was also reported to differ between GHRKO mice and DR [75], however lifespan extension was not as robust in GHRKO mice placed on a 30% DR diet [31].

It has been shown that DR confers an additional increase in lifespan in long-lived Ames dwarf [28] and GHRH knockout mice [29], suggesting that both interventions (genetic mutant v DR) do not act through identical pathways. However, this increase in Ames lifespan under DR was not observed when these mice were maintained on a C57BL/6 background [30], or GHRKO mice under DR [31] or every-other-day feeding [32]. In terms of body mass, body composition and plasma leptin levels *Irs1^-/-^* mice somewhat phenocopied WT^DR^ mice, and DR further affected these parameters in KO^AL^ mice suggesting that both DR and reduced IIS act independently on these parameters. Perhaps surprisingly while some glucose homeostasis parameters differed between genotypes, we observed no DR effect on glucose tolerance, fed blood glucose or fasting insulin levels; enhanced glucose tolerance may not be an underlying mechanism in lifespan [71,72]. In Ames dwarf mice, DR led to increased levels of blood glucose whereas insulin measurements were inconclusive as they were undetectable in DR dwarfs [73]. Of course, the definitive experiment will be to expose *Irs1^-/-^* mice to life-long DR and assay lifespan to test unequivocally whether these interventions act through similar pathways or not, although this may not be straightforward given that the level of DR required to maximise lifespan in the *Drosophila* IRS1 homolog *Chico* is not the same as that required to maximise lifespan in WT flies [21].Thus while some commonality exists transcriptionally and phenotypically between WT^DR^ and KO^AL^ mice, distinct differences existed particularly at the level of transcription that was further magnified by exposing *Irs1^-/-^* mice to DR, strongly suggesting that longevity in these mutants is not simply through being a DR mimetic.

## METHODS

### Animals

Genotyping of insulin receptor substrate 1 (IRS1) global knockout (KO) mice followed previously described protocols [76]. Mice were housed in single-sex groups from weaning as previously described [13,36]. Initially mice had *ad libitum* (AL) access to water and standard chow (D12450B, Research Diets Inc., New Brunswick, NJ, USA; protein 20 kcal%, carbohydrate 70 kcal%, fat 10 kcal%) and kept on a 12L/12D cycle (lights on 0700–1900 h) at a housing temperature of 22 ± 2°C. At 10 weeks of age, groups of male and female wildtype (WT; *Irs1^+/+^*) and KO (*Irs1^-/-^*) mice were either kept on the AL diet or placed on a dietary restricted (DR) diet to generate 4 experimental groups- WT^AL^, WT^DR^, KO^AL^ and KO^DR^. DR mice underwent a step-down protocol as previously described [77–80], with 10% introduced at 10 weeks of age, 20% the following week and maintained at 30% of the food intake of appropriate AL controls until the completion of the study. Food intake of AL mice was determined weekly and 30% DR was calculated from the average AL mice intake over the preceding week [77–80]. DR mice were fed daily between 1630 and 1730hrs, and all mice were weighed weekly. As previously reported [77–79], in our DR groups there was no evidence of one single individual dominating the food source within a cage. Following 12 months of 30% DR (15 months of age) mice were culled by cervical dislocation. Six mice were found dead prior to the final time point of 15 months of age; 2 WT^AL^ males, 2 KO^AL^ males, 1 WT^AL^ female, 1 KO^DR^ female. All experiments were undertaken following local ethical review (University of Aberdeen, UK), under licence from the UK Home Office and followed the “principles of laboratory animal care” (NIH Publication No. 86-23, revised 1985).

### Dual-energy X-ray absorptiometry (DXA)

Body composition was determined in male and female mice at 15 months of age using dual-energy X-ray absorptiometry (DXA, Lunar PIXImus mouse densitometer, GE Medical Systems, UK). Mice were weighed and anaesthetised with 3% isoflurane (Abbott Laboratories, Berkshire, UK) inhalation for the duration of the scan (~ 4 min^-1^). Lunar PIXImus 2.10 software was used to calculate total fat mass and total fat-free mass (lean mass). Calculations were made following correction of area of interest (sub-cranial body as recommended by the manufacturer) as previously described [79,81].

### Glucose homeostasis and fasting hormone levels

Glucose tolerance was determined in male and female mice following an overnight fast (~15 h^-1^) with DR mice fed at 1500 hrs on the day immediately prior to the test, as previously described^1^. In brief, mice were weighed and a fasted blood glucose measurement was collected from a tail vein sample using a glucometer (OneTouch Ultra, Lifescan, UK). Mice were then injected intraperitoneally with a 20% glucose solution (2g/kg) and blood glucose levels were determined at 15, 30, 60 and 120 min^-1^ post-injection. Glucose tolerance is expressed as area under the curve. Fed blood glucose was determined in AL mice at 1100hrs and in DR mice at 1800hrs^1^ Fasting plasma insulin, leptin and resistin levels were determined using a mouse serum adipokine kit (# MADPK-71K, Millipore Corp., Missouri, U.S.A).

### RNA extraction

mRNA was isolated from brain, skeletal muscle, liver and inguinal white adipose tissue from WT^AL^ (n=2), WT^DR^ (n=3), KO^AL^ (n=3) and KO^DR^ (n=3) female mice at 15 months of age (12 months of 30% DR) using Tri-Reagent (Life Technologies, Paisley, UK) and Qiagen RNeasy Mini Kit (Sussex, UK), following manufacturer’s protocols. RNA was re-suspended in ultra-pure water, RNA concentration and purity was determined by spectrophotometry (NanoDrop, Fisher Scientific).

### RNA-sequencing using Ion Proton™ System

Gene expression analysis was performed by sequencing the extracted RNAs having 3' poly-A tail and quantifying the expression levels of all sequenced genes. The extracted RNAs were prepared using a Dynabeads^®^ mRNA DIRECT™ Micro Purification Kit (Thermo Fisher Scientific Inc.) to perform the poly A selection followed by an Ion Total RNA-Seq Kit v2 to prepare the library from the poly A selected RNAs. The constructed libraries were sequenced on an Ion Proton™ System (Thermo Fisher Scientific Inc.) using P1 chip (version P1.1.17) according to the manufacturer’s protocol.

Quality of the raw sequence data was analysed using Torrent Suite (version 4.0.2) and FastQC (version 0.10.1) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) tools. The single end reads generated with Ion Proton sequencer were pre-processed with cutadapt (version 1.5) [82] tool to remove 3’ end adapters and sickle (version 0.940) [83] to remove 3’ end sequence stretches with quality value lower than 10 and to filter out reads shorter than 54 bp (flags “–q 10 –l 54”). The remaining reads were then mapped to the Ensembl mouse genome version GRCm38 using BBmap software (version 34.90) (https://sourceforge.net/projects/bbmap/). In order to maximize the number of unique alignments the initial alignment was followed by ten additional alignment iterations. At each iteration the unmapped reads were subjected to the process where base pairs were excised from the original full length reads at positions i-1*18+1 (where i is the iteration number) and subjected to alignment using the BBmap aligner. Thus the 75 bp aligned sequence stretches were excised at position 1, 19, 37, 55, 73, 92, 109, 127, 145 and 163 for each of the ten iterations, respectively, from the original full-length reads. The iterative alignment strategy applied here increased the percentage of aligned reads from 77.1% to 97.1% and percentage of uniquely aligned reads from 68.1% to 84.2% on average over 43 samples.

### Differential expression analysis

Differential expression analysis was performed using cuffdiff (version 2.2.1) [38] applying --multi-read-correct and --compatible-hits-norm options. A false discovery rate of 10% was allowed and the minimum number of aligned reads in a locus needed to conduct significance testing was kept at 8. The libraries prepared from each sample were normalised using the geometric mean across the samples [84] and the dispersion between the replicates were estimated for each condition. Using R (version 3.1.1) and cummeRbund (version 2.8.2) exploratory data analysis was performed [85]. The RNA-seq data is available in GEO (GSE106903).

### Enrichment analysis and clustering

Gene Ontology term analysis performed with hypergeometric tests using GOstats [86] in R/Bioconductor (version 3.2.3) and annotation from package org.mm.eg.db. Plots, heatmaps and venn diagrams associated with gene expression data created with R/Bioconductor, and heatmaps generated from hierarchical cluster analysis using distance matrices generated from spearman (genes) or pearson (conditions) correlations. Fisher’s exact test was used to assess enrichment of annotation (e.g. genes up regulated genes by DR in the liver) in a set of genes (e.g. genes up-regulated by IRS1 mutation) and is the most commonly used tool for a gene list enrichment analysis [87].

### Analysis of treatment and genotype

Additional statistical analyses were performed with SPSS 23.0, using a critical value α-level of p ≤ 0.05. For most analyses we used two-way analysis of variance (ANOVA) to assess factors of treatment and genoype, using Bonferroni post hoc corrections. For treatment effects, * represents p<0.05, ** represents p<0.01, and *** represents p<0.001; for genotype effects, ‡ represents p<0.05, ‡‡ represents p<0.01, and ‡‡‡ represents p<0.001.

## Supplementary Material

Supplementary Figures

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

How the deposited data were processed for this re-analysis (not part of the article)

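Gene expression was measured by RNA sequencing on an Ion Proton instrument in liver, skeletal muscle, brain and inguinal WAT of female WT and KO mice at 15 months of age, after 12 months of AL feeding or 30% DR. The labels list 43 libraries in 16 groups, with 2 or 3 per group. Samples were grouped by these labels alone. Irs1 goes against the labels of most KO groups, so directions are those of the labelled groups.

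The authors aligned the reads to GRCm38 and ran Cuffdiff, and deposited the table of FPKM values that it writes. The table has 1 row per gene or set of overlapping genes (42349 in all, 873 of them joining several genes) and, for each group, an FPKM, the bounds of a 95% confidence interval and a status. The FPKM values and intervals are the authors' own. FPKM divides by gene length and by the mapped fragments, as the authors' software normalized them between libraries. Column names, units and the symmetry of the intervals were checked on the table. No counts, reads or values per library were used here, so the depth per library is unknown, no interval that needs a count was computed, and the precision of a value is that of the authors' interval. Over the groups the median SD was between 27.2% and 62.3% of the FPKM.

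All computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The SD of a value was the upper bound minus the FPKM, divided by 2. A log2 difference was tested with a two-sided Wald test, with a standard error from the delta method and a normal reference distribution, and the p values were adjusted by the Benjamini-Hochberg method within a tissue and comparison. Entries were tested when both groups had the status OK and an FPKM above 0 and at least one of them had an FPKM of at least 1. Genes with an adjusted p under the FDR of 10% are called differentially expressed. The comparisons were KO AL with WT AL, WT DR with WT AL, and KO DR with WT DR, with KO AL and WT AL as other references for KO DR. The interaction, the genotype difference under DR less that under AL, was tested in the same way.

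Overlaps were tested with two-sided Fisher's exact tests over entries tested in both comparisons. Correlations were computed across genes, which are not independent replicates, with 1000 bootstrap draws over genes for their spread. Comparisons that share a group were set beside 100 simulated sets in which each group's value was drawn around 1 common mean with the authors' SD. The test was also tried on simulated data with changed genes before it was run on the table. Lists of genes were written before the table was opened: liver, skeletal muscle, red blood cell, B cell and antibody, MHC class II, adipocyte, brown and beige fat, mammary epithelium, cerebellum, choroid plexus, hypothalamus, olfactory bulb, pituitary, striatum, immediate early, circadian, insulin signalling, fatty acid synthesis, sterol synthesis, mitochondrially encoded, cytosolic ribosomal protein and sex chromosome genes. The median log2 difference of a list was compared with 10000 random lists of the same size matched on mean expression. Chromosome positions and exons are those of the GRCm38 annotation held here.

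The genes named in the text were chosen by a rule set before the table was opened: Irs1, every gene that the paper names as changed, the genes that the paper's tables list under the GO terms its text names, the genes on the lists, and up to 3 differentially expressed genes with the largest log2 difference per comparison, tissue and direction among those with an FPKM of at least 1 in both groups. A few others are marked as chosen after their values were seen. The alternatives tried were an FDR of 5%, intervals that do not overlap in place of a test, a t distribution, pseudocounts of 0.1 and 1, no filter on low FPKM, an FPKM of at least 5, a minimum 2-fold difference, centring on the median of all tested genes, and leaving out joined entries. The alternative in which the SD of each group is divided by the square root of its number of libraries was added after the values were seen and after other ways to approach the authors' calls, fixed limits on the Wald statistic and 1 adjustment over all tissues, had been looked at and set aside. The limits used to judge technical explanations were written into the code after a first look at the values. Results for some genes are not reported here. No GO enrichment was computed, because the annotation held here has no GO terms, and phenotype measurements were not analysed here. No analysis per library or within a sequencing batch was possible from group values.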

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

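Of the tests in this part, those on mitochondrially encoded transcripts, on clock genes, on the remaining transcript of Irs1, on mislabelled genotype and on selection were chosen only after the result was seen, as were the limits by which liver RNA in skeletal muscle was judged. The groups are named by their labels throughout.

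A difference between diets was flagged in every tissue, because the genotype effect (KO less WT) differed between AL and DR past the FDR of 10% for 13 genes in liver, 48 in skeletal muscle, 61 in brain and 18 in WAT. In brain 24 of these had a higher genotype effect under DR and 37 a lower one, while with the SD divided by the square root of the number of libraries the order turned, with 465 and 335. Centring on the median of all tested genes, which is shifted by 0.14 in WAT and 0.10 in brain, turns the even split in WAT of 9 and 9 into 7 and 12. Several of these genes rest on very narrow intervals: Gm20721 in WAT had an interaction of 1.29 with a standard error of 0.00314, and mt-Th in brain -3.26 with 0.0527. Other short or joined entries are Snord82 in liver and the entry of Gm24574 and Hnrnpa3 in WAT. In liver Igfbp1 had an interaction of -3.78, from 34.9 FPKM in WT AL, 82.5 in WT DR, 270.1 in KO AL and 46.5 in KO DR mice. These genes were picked from the list of interactions after their values were seen.

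In brain the genotype effects under AL and DR were opposite for many genes, with a rho of -0.223 over 13423 genes against a lowest value of -0.0302 over the same genes in simulated unchanged groups. A trend with transcript length and GC content does not account for it: after the mean of each length and GC bin was removed, rho was -0.239. Mitochondrially encoded transcripts took a large share of the FPKM, but with them left out and every group rescaled, 43 of the 52 other genes kept an interaction past the FDR. Unequal proportions of brain regions may contribute. Striatum genes had a median interaction of -1.67, choroid plexus genes of 1.93 and hypothalamus genes of 2.38, each outside the central 95% of random lists. With the cerebellum, 4 of 6 lists of brain regions lay outside it. The cerebellum genes stood at 1.38, a value that turned negative when an FPKM of at least 5 was required, so they leave it open. How many of the pooled mice carry such a difference is not known. Among the strongest interactions were Slc6a3 (11.83), Slc18a2 (6.00) and Chrna6 (8.26), seen after the test. The FPKM of Slc6a3 was 16.1 in WT AL, 0.104 in WT DR, 0.312 in KO AL and 7.34 in KO DR mice. Slc18a2 and Chrna6 were likewise lower in WT DR and KO AL mice than in the other groups. Unequal proportions of brain regions may thus also enter the brain genes shared by WT DR and KO AL mice, which was not tested. A response of KO brain to DR stays open as an untested explanation.

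The smaller genotype effects under DR were weighed against the way the genes were chosen, which is by their effect under AL. Chosen instead by their effect under DR, genes had the smaller effect under AL in 89.9% of cases in skeletal muscle and 85.2% in brain, which is consistent with selection as the source of the order in these 2 tissues. In liver the share was 69.6% and in WAT 81.2%. Over all tested genes nothing is selected. There the effect was smaller under DR for 58.6% in liver, 53.0% in skeletal muscle, 48.7% in brain and 47.4% in WAT. Unchanged groups simulated with the SD as given reached 54.3%, 55.0%, 61.9% and 38.8%. With the divided SD they reached 58.6%, 58.7%, 65.6% and 37.5%, and the observed share in liver was no higher. Selection and a smaller effect under DR cannot be told apart in liver, where the 95% interval of the share, 49.1% to 84.4% over 23 genes, includes 50%, or in WAT, where the share over all genes also exceeds groups simulated with the divided SD (highest 37.5%). For the DR effects, genes chosen in KO mice had the smaller effect in WT mice in 75.8% of cases in liver, 71.4% in skeletal muscle, 62.9% in brain and 89.3% in WAT. Over all tested genes, 60.8% in liver and 63.9% in skeletal muscle had a smaller effect in KO mice, above groups simulated with the SD as given and above those with the divided SD, which reached 59.7% in liver and 56.0% in skeletal muscle, and in brain the interval of the share runs from 46.3% to 76.8%, so selection stays open in these 3. For genotype effects over all tested genes, the brain share of 48.7% lay below the mean of unchanged groups. That mean was 61.0% with the SD as given and 64.8% with the divided SD. This argues against smaller genotype effects under DR across the tested brain genes. A true reduction of genotype effects under DR in the other tissues, or of DR effects in KO mice, was not excluded by these tests.

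Irs1 was flagged because the paper's text does not discuss its level, although the paper's Table S2 lists it among the up-regulated genes of KO AL WAT. It was higher in the group labelled KO AL than in WT AL mice in every tissue, by 0.34 (log2) in liver, 0.14 in skeletal muscle, 0.50 in brain and 1.12 in WAT. None of these passed the FDR of 10%, and with the SD divided by the square root of the number of libraries the rise in WAT and the fall in WAT under DR did. A transcript left by the knockout allele may be counted on the gene. The untranslated second exon is 49.3% of the annotated transcript, so a lost coding exon need not remove the signal, but values per exon, which would decide, were not used here. Mislabelled genotypes were weighed too: Irs1 was lower in the group labelled KO in 1 of 8 comparisons of the genotypes. Mislabelled genotype and a retained transcript cannot be told apart here, because no other gene marks the allele. The share of genes at an unadjusted p under 0.05 was not shown to differ between genes within 10 Mb of Irs1 and others. The smallest adjusted p was 0.549 over 8 Fisher's exact tests with Benjamini-Hochberg adjustment. It came from a lower share near Irs1, 1.74% against 5.88% in skeletal muscle under DR. Each test held only 2 to 7 such nearby genes, so it could miss a difference. Over all tissues and both diets, 8 pairs of a nearby gene and a comparison were differentially expressed. However, 2 of 444 pairs of a nearby gene and a tissue changed alike under both diets at an unadjusted p under 0.05 (0.450%, against 0.321% elsewhere): Snord82 in brain, which passed the FDR under both (2.16 and 2.44), and Rpl37a in liver, which passed under neither (1.94 and 1.90). For such genes flanking DNA of another strain and an effect of the genotype cannot be told apart, because sequence variants were not used here. The animals' sex went with the labels, with at most 0.0112 FPKM on 4 Y-linked genes and between 27.8 and 145 on Xist. No biological explanation of the Irs1 level was tested.

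Liver genes in skeletal muscle were flagged because the paper does not discuss them as such: the 18 genes of the liver list had a median log2 difference of 6.37 between WT DR and WT AL mice, led by Alb (7.48) and Apoa1 (7.48). Liver RNA in the WT DR skeletal muscle group is a candidate explanation. The rise of the list was that of 1.80% of the WT DR liver FPKM, and of 202 further genes abundant in liver, 95.05% lay within 3-fold of the level that this share gives (rho 0.882). Another 2 choices, each with its own share, had been tried: 79.8% of 203 genes with WT AL liver as the source (share 2.96%) and 97.1% of 174 with KO DR skeletal muscle as the reference (share 1.65%). The share of 1.80% also accounts for most of the rise of 70 of 112 up-regulated genes. In skeletal muscle 11 of the 18 list genes also had an FPKM of at least 1 in every group. With such genes set aside, 28 rather than 93 genes differed between KO DR and WT DR skeletal muscle in the direction opposite to their change in WT DR mice. How many of the pooled libraries carry the signal is not known, and an induction of liver genes in skeletal muscle by DR was not tested.

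Mitochondrially encoded genes in brain were flagged as outside the genes the paper discusses, with a median log2 difference of 2.54 between the group labelled KO AL and WT AL mice. Their share of all FPKM in brain was 7.88% in WT AL and 28.2% in KO AL mice. Under DR the order of their share turned, with 33.6% in WT DR and 12.1% in KO DR mice. Near-identical nuclear copies such as Gm10925 and Gm28438 moved with them, and how reads were divided between the copies is uncertain. Library preparation, RNA quality and a change in the cells were not separated, as no test in these data does so, and no biological explanation was tested.

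Dbp in skeletal muscle was flagged because the paper does not discuss clock genes: it differed by 2.23 (log2, standard error 0.78) between WT DR and WT AL mice, without passing the FDR of 10%. The time of sampling relative to feeding may contribute. In liver, skeletal muscle and WAT together, 24 of 33 pairs of a clock gene and a tissue moved the same way under DR in both genotypes, but most of these were 10 of 11 in skeletal muscle and 9 of 12 in WAT, against 5 of 10 in liver. In brain 5 of 12 did. Dbp rose by 2.24 in skeletal muscle of KO mice. The largest shift was in liver of KO mice, where Dbp rose by 4.07 and Arntl fell by 3.55 and 2 clock genes passed the FDR, while in WT liver Dbp differed by 0.98 and Arntl by -0.13 and 0 passed. A change of the clock itself under DR and a change in feeding time cannot be told apart, since the design sampled each group once.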

How the results depend on the processing

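The alternatives were set before the data were examined, apart from the SD divided by the square root of the number of libraries, and each changed 1 choice. Over 654 pairs of a main result and an alternative, 517 stayed within the limits set for no change (1.5 times a count, or the spread of a correlation or a list median), 135 moved beyond them and 2 reversed. Values in parentheses are those reported at the claims. Where no construction is named, the cause was not tested. A t distribution gave no correlations, since too few genes passed, and comparisons of 2 intervals gave no interaction.

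When genes were taken as different where the authors' 2 intervals do not overlap, without a test, KO AL against WT AL mice gave 80 in liver (against 43) and 66 in brain (against 31) differentially expressed genes. WT DR against WT AL mice gave 65 in liver (against 32), 97 in brain (against 34) and 174 in WAT (against 85) differentially expressed genes. KO DR against WT DR mice gave 76 in liver (against 39) and 298 in brain (against 177) differentially expressed genes. The overlap of KO AL and WT DR mice held 18 in liver (against 11), 22 in brain (against 12) and 44 in WAT (against 24) genes. The overlap of all 3 comparisons held 2 in skeletal muscle (against 1) genes. Across tissues the counts were 904 for KO AL or WT DR mice in at least 1 tissue (against 577), 12 for up-regulation in both skeletal muscle and WAT of KO AL mice (against 7), 4 for down-regulation in both skeletal muscle and WAT of KO AL mice (against 2), 5 for up-regulation in both liver and skeletal muscle of KO AL mice (against 1), 1 for up-regulation in both liver and skeletal muscle of WT DR mice (against 0) and 2 for down-regulation in both liver and skeletal muscle of WT DR mice (against 0). Correlation between KO AL and WT DR differences (rho) was 0.654 in skeletal muscle (against 0.746) and 0.558 in brain (against 0.891). Correlation between DR effects in the 2 genotypes (rho) was -0.424 in brain (against -0.766) and 0.332 in WAT (against 0.560). The percentage of genes with a smaller genotype effect under DR was 90 in brain (against 75). Smaller DR effects in KO mice were found for a percentage of genes of 90.6 in brain (against 75.9). Within the limits stayed 25 of 48 results. Among named genes 5 cases no longer passed and 6 newly passed.

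A t distribution with degrees of freedom from the number of libraries has 2 to 4 of them, and its heavy tails leave few genes by construction; KO AL against WT AL mice gave 4 in liver (against 43), 1 in skeletal muscle (against 96), 0 in brain (against 31) and 0 in WAT (against 199) differentially expressed genes. WT DR against WT AL mice gave 0 in liver (against 32), 2 in skeletal muscle (against 197), 0 in brain (against 34) and 0 in WAT (against 85) differentially expressed genes. KO DR against WT DR mice gave 4 in liver (against 39), 10 in skeletal muscle (against 313), 5 in brain (against 177) and 3 in WAT (against 42) differentially expressed genes. The overlap of KO AL and WT DR mice held 0 in liver (against 11), 1 in skeletal muscle (against 45), 0 in brain (against 12) and 0 in WAT (against 24) genes. The overlap of all 3 comparisons held 0 in skeletal muscle (against 1) genes. The interaction gave 4 in liver (against 13), 3 in skeletal muscle (against 48), 2 in brain (against 61) and 2 in WAT (against 18) differentially expressed genes. Across tissues the counts were 6 for KO AL or WT DR mice in at least 1 tissue (against 577), 0 for up-regulation in both skeletal muscle and WAT of KO AL mice (against 7), 0 for down-regulation in both skeletal muscle and WAT of KO AL mice (against 2) and 0 for up-regulation in both liver and skeletal muscle of KO AL mice (against 1). Results within the limits numbered 7 of 32. Named genes stopped passing in 19 cases and began to pass in 0.

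Dividing each SD by the square root of the number of libraries, chosen after the values were seen, makes every standard error smaller and every count larger by construction; KO AL against WT AL mice gave 210 in liver (against 43), 514 in skeletal muscle (against 96), 215 in brain (against 31) and 920 in WAT (against 199) differentially expressed genes. WT DR against WT AL mice gave 387 in liver (against 32), 897 in skeletal muscle (against 197), 262 in brain (against 34) and 410 in WAT (against 85) differentially expressed genes. KO DR against WT DR mice gave 358 in liver (against 39), 1505 in skeletal muscle (against 313), 2826 in brain (against 177) and 168 in WAT (against 42) differentially expressed genes. The overlap of KO AL and WT DR mice held 78 in liver (against 11), 264 in skeletal muscle (against 45), 78 in brain (against 12) and 148 in WAT (against 24) genes. The overlap of all 3 comparisons held 1 in liver (against 0), 33 in skeletal muscle (against 1), 1 in brain (against 0) and 1 in WAT (against 0) genes. The interaction gave 119 in liver (against 13), 294 in skeletal muscle (against 48), 800 in brain (against 61) and 167 in WAT (against 18) differentially expressed genes. Across tissues the counts were 2722 for KO AL or WT DR mice in at least 1 tissue (against 577), 38 for up-regulation in both skeletal muscle and WAT of KO AL mice (against 7), 43 for down-regulation in both skeletal muscle and WAT of KO AL mice (against 2), 29 for up-regulation in both liver and skeletal muscle of KO AL mice (against 1), 26 for up-regulation in both liver and skeletal muscle of WT DR mice (against 0), 16 for down-regulation in both liver and skeletal muscle of WT DR mice (against 0), 7 for liver, skeletal muscle and brain of KO AL mice together (against 0) and 12 for at least 3 tissues of WT DR mice (against 0). The percentage of genes with a smaller genotype effect under DR was 89.6 in brain (against 75). Smaller DR effects in KO mice were found for a percentage of genes of 93.7 in brain (against 75.9) and 94.1 in WAT (against 88.8). Of 52 results, 17 stayed within the limits. Among named genes 0 cases no longer passed and 32 newly passed.

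With a pseudocount of 1, KO AL against WT AL mice gave 47 in brain (against 31) differentially expressed genes. KO DR against WT DR mice gave 68 in WAT (against 42) differentially expressed genes. The interaction gave 73 in skeletal muscle (against 48) and 30 in WAT (against 18) differentially expressed genes. Across tissues the counts were 11 for up-regulation in both skeletal muscle and WAT of KO AL mice (against 7), 4 for down-regulation in both skeletal muscle and WAT of KO AL mice (against 2), 2 for up-regulation in both liver and skeletal muscle of KO AL mice (against 1) and 1 for down-regulation in both liver and skeletal muscle of WT DR mice (against 0). Within the limits stayed 44 of 52 results. Named genes stopped passing in 0 cases and began to pass in 2.

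With a pseudocount of 0.1, KO DR against WT DR mice gave 64 in WAT (against 42) differentially expressed genes. Results within the limits numbered 51 of 52.

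A stricter FDR of 5% lowers counts by construction; KO DR against WT DR mice gave 110 in brain (against 177) differentially expressed genes. Across tissues the count was 1 for down-regulation in both skeletal muscle and WAT of KO AL mice (against 2). Of 52 results, 50 stayed within the limits. Named genes stopped passing in 4 cases and began to pass in 0.

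Centring on the median of all tested genes subtracts the same shift from every gene; KO DR against WT DR mice gave 106 in brain (against 177) differentially expressed genes. List medians were 0.70 (against 0.86) for cytosolic ribosomal protein genes in liver in KO AL against WT AL mice, 0.48 (against 0.61) for cytosolic ribosomal protein genes in brain in KO AL against WT AL mice and -2.59 (against -2.36) for mitochondrially encoded genes in brain in KO DR against WT DR mice. Within the limits stayed 79 of 83 results. Among named genes 1 cases no longer passed and 0 newly passed.

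Without the filter on low FPKM, across tissues the count was 1 for down-regulation in both skeletal muscle and WAT of KO AL mice (against 2). Correlation between KO AL and WT DR differences (rho) was 0.597 in skeletal muscle (against 0.746) and 0.504 in WAT (against 0.680). Results within the limits numbered 49 of 52. Named genes stopped passing in 2 cases and began to pass in 0.

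When an FPKM of at least 5 was required in one group, the interaction gave 30 in skeletal muscle (against 48) differentially expressed genes. Across tissues the count was 2 for up-regulation in both liver and skeletal muscle of KO AL mice (against 1). Correlation between DR effects in the 2 genotypes (rho) was 0.301 in skeletal muscle (against 0.464). List medians were -0.18 (against 1.38) for cerebellum genes in brain in the interaction, reversed, 3.00 (against 1.93) for choroid plexus genes in brain in the interaction, 1.77 (against 0.80) for olfactory bulb genes in brain in the interaction, -1.47 (against -3.70) for pituitary genes in brain in KO AL against WT AL mice, 1.96 (against 1.67) for sterol synthesis genes in WAT in WT DR against WT AL mice and 1.00 (against -0.69) for B cell and antibody genes in skeletal muscle in KO AL against WT AL mice, reversed. Of 83 results, 74 stayed within the limits. Among named genes 0 cases no longer passed and 1 newly passed.

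When a 2-fold difference was required as well, across tissues the count was 0 for up-regulation in both liver and skeletal muscle of KO AL mice (against 1). Smaller DR effects in KO mice were found for a percentage of genes of 99.3 in skeletal muscle (against 97.4) and 88 in brain (against 75.9). Within the limits stayed 49 of 52 results.

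Once entries that join several genes were left out, the overlap of KO AL and WT DR mice held 7 in liver (against 11) genes. Across tissues the count was 0 for up-regulation in both liver and skeletal muscle of KO AL mice (against 1). Results within the limits numbered 50 of 52. Among named genes 1 cases no longer passed and 0 newly passed.

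With WT AL mice as the reference for KO DR mice, the overlap of all 3 comparisons held 7 in liver (against 0), 30 in skeletal muscle (against 1), 2 in brain (against 0) and 17 in WAT (against 0) genes. Of 4 results, 0 stayed within the limits.

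With KO AL mice as that reference, the overlap of all 3 comparisons held 3 in skeletal muscle (against 1) genes. Within the limits stayed 3 of 4 results.

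When correlations and percentages were taken over all tested genes, which removes the selection of genes by one comparison, correlation between KO AL and WT DR differences (rho) was 0.622 in skeletal muscle (against 0.746), 0.638 in brain (against 0.891) and 0.373 in WAT (against 0.680). Correlation between genotype effects on the 2 diets (rho) was 0.148 in WAT (against 0.382). Correlation between DR effects in the 2 genotypes (rho) was 0.267 in skeletal muscle (against 0.464) and -0.291 in brain (against -0.766). The percentage of genes with a smaller genotype effect under DR was 58.6 in liver (against 87.5), 53.0 in skeletal muscle (against 82.1), 48.7 in brain (against 75) and 47.4 in WAT (against 93.3). Smaller DR effects in KO mice were found for a percentage of genes of 60.8 in liver (against 89.7), 63.9 in skeletal muscle (against 97.4), 54.8 in brain (against 75.9) and 57.7 in WAT (against 88.8). Results within the limits numbered 6 of 20.

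Over genes differentially expressed in both comparisons, correlation between KO AL and WT DR differences (rho) was 0.879 in skeletal muscle (against 0.746) and 0.918 in WAT (against 0.680). Of 4 results, 2 stayed within the limits.

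As Pearson's r in place of Spearman's rho, Pearson's r between KO AL and WT DR differences was 0.586 in skeletal muscle (against 0.746). Within the limits stayed 11 of 12 results.

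With the divided SD, every gene differentially expressed in the main test passed too in each of the 12 tissue and comparison pairs checked. Reversals were seen under the FPKM of at least 5 alone, where fewer list genes are tested: the cerebellum list in the brain interaction and the B cell and antibody list in skeletal muscle of KO AL mice. Their cause was not tested.

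No paired analysis was possible because the table holds 1 pooled value per group and no value per library. For the same reason 4 alternatives set before the data were examined were not run: leaving out each replicate in turn, a block for the replicate number, a pseudocount of 0.1 and a filter of FPKM of at least 1, each in a linear model over libraries. The depth of the libraries is unknown. The authors' intervals limit which genes pass, and some are close to 0 in width, which gives short RNAs and pseudogenes small standard errors.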

Differences from the paper's values

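The values in this part that are the paper's are marked as such. The divided SD, in which each SD is divided by the square root of the number of libraries, was chosen after seeing the values.

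Genes up-regulated in KO AL mice numbered 26 in brain against the paper's 92; none of the alternatives set before the data were examined closed the gap. Genes up-regulated in KO AL mice numbered 28 in liver against the paper's 87; the gap closed with intervals that do not overlap (60) and with none of the other alternatives set before the data were examined. Genes up-regulated in KO AL mice numbered 64 in skeletal muscle against the paper's 111; the gap closed with intervals that do not overlap (94), a pseudocount of 0.1 (75) and a pseudocount of 1 (86) and with none of the other alternatives set before the data were examined. Down-regulated genes of KO AL mice numbered 5 in brain against the paper's 19, 15 in liver against the paper's 37, 32 in skeletal muscle against the paper's 74 and 38 in WAT against the paper's 171; none of the alternatives set before the data were examined closed the gap.

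Genes up-regulated in WT DR mice numbered 15 in brain against the paper's 55; the gap closed with intervals that do not overlap (82) and with none of the other alternatives set before the data were examined. Genes up-regulated in WT DR mice numbered 13 in liver against the paper's 115; none of the alternatives set before the data were examined closed the gap. Down-regulated genes of WT DR mice numbered 19 in brain against the paper's 89, 19 in liver against the paper's 110 and 85 in skeletal muscle against the paper's 186; none of the alternatives set before the data were examined closed the gap.

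Genes up-regulated in both KO AL and WT DR mice numbered 20 in skeletal muscle against the paper's 42; the gap closed with intervals that do not overlap (28) and with none of the other alternatives set before the data were examined. Genes up-regulated in both KO AL and WT DR mice numbered 9 in brain against the paper's 31 and 4 in liver against the paper's 24; none of the alternatives set before the data were examined closed the gap. Shared down-regulated genes numbered 25 in skeletal muscle against the paper's 44; the gap closed with intervals that do not overlap (35) and a pseudocount of 1 (33) and with none of the other alternatives set before the data were examined. Shared down-regulated genes numbered 3 in brain against the paper's 10; none of the alternatives set before the data were examined closed the gap. Shared down-regulated genes numbered 11 in WAT against the paper's 26; the gap closed with intervals that do not overlap (38) and with none of the other alternatives set before the data were examined. Shared down-regulated genes numbered 7 in liver against the paper's 12; the gap closed with intervals that do not overlap (9) and a pseudocount of 1 (8) and with none of the other alternatives set before the data were examined. Genes differentially expressed in either model numbered 577 against the paper's 1172; the gap closed with intervals that do not overlap (904) and a pseudocount of 1 (814) and with none of the other alternatives set before the data were examined.

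A gene counts here as found in 1 comparison alone when it is not differentially expressed in the same direction in the others. The reference of KO DR mice was taken to be WT DR mice, since the paper's text does not name it. Genes found in KO DR mice alone numbered 175 in brain against the paper's 1124; none of the alternatives set before the data were examined closed the gap. Genes found in KO DR mice alone numbered 32 in WAT against the paper's 20; the gap closed with an FDR of 5% (24), an FPKM of at least 5 (30), a 2-fold minimum (27), centring on the median (26) and joined entries left out (28) and with none of the other alternatives set before the data were examined. Those found in KO AL mice alone numbered 18 in brain against the paper's 68; none of the alternatives set before the data were examined closed the gap. Those of WT DR mice alone numbered 21 in brain against the paper's 103; the gap closed with intervals that do not overlap (73) and with none of the other alternatives set before the data were examined. Genes down-regulated in KO AL mice in 2 tissues numbered 2 in skeletal muscle and WAT against the paper's 15; none of the alternatives set before the data were examined closed the gap. Genes up-regulated in KO AL mice in 2 tissues numbered 1 in liver and skeletal muscle against the paper's 12; none of the alternatives set before the data were examined closed the gap.

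The Spearman correlation of the genotype effects on the 2 diets was in skeletal muscle 0.279, against the paper's value of about 0.41 in Fig. 6a, read by eye; the gap closed with an FDR of 5% (0.326), no filter on low FPKM (0.318), an FPKM of at least 5 (0.325), centring on the median (0.302), joined entries left out (0.328) and all tested genes (0.328) and with none of the other alternatives set before the data were examined, and it closed as well with the divided SD (0.399), which was chosen after seeing the values. The Spearman correlation of the genotype effects on the 2 diets was in brain -0.380, against the paper's value of about -0.67 in Fig. 6a, read by eye; the gap closed with intervals that do not overlap (-0.522), a pseudocount of 0.1 (-0.537), a pseudocount of 1 (-0.439), centring on the median (-0.522) and Pearson's r (-0.648) and with none of the other alternatives set before the data were examined, and it closed as well with the divided SD (-0.513), which was chosen after seeing the values. The Spearman correlation of the genotype effects on the 2 diets was in WAT 0.382, against the paper's value of about 0.27 in Fig. 6a, read by eye; none of the alternatives set before the data were examined closed the gap. The Spearman correlation of the DR effects in the 2 genotypes was in liver 0.281, against the paper's value of about 0.59 in Fig. 6b, read by eye; none of the alternatives set before the data were examined closed the gap, and it closed with the divided SD (0.505), which was chosen after seeing the values. The Spearman correlation of the DR effects in the 2 genotypes was in skeletal muscle 0.464, against the paper's value of about 0.34 in Fig. 6b, read by eye; the gap closed with intervals that do not overlap (0.383), a pseudocount of 0.1 (0.4101), a pseudocount of 1 (0.364), an FPKM of at least 5 (0.301), all tested genes (0.267) and Pearson's r (0.400) and with none of the other alternatives set before the data were examined, and it closed as well with the divided SD (0.327), which was chosen after seeing the values. Up-regulated genes unique to KO DR mice numbered in liver 21, against the paper's value of about 110 in Fig. 5, read by eye; none of the alternatives set before the data were examined closed the gap. Up-regulated genes unique to KO DR mice numbered in skeletal muscle 107, against the paper's value of about 230 in Fig. 5, read by eye; none of the alternatives set before the data were examined closed the gap. Down-regulated genes unique to KO DR mice numbered in liver 13, against the paper's value of about 52 in Fig. 5, read by eye; the gap closed with KO AL mice as the reference (43) and with none of the other alternatives set before the data were examined. Down-regulated genes unique to KO DR mice numbered in skeletal muscle 188, against the paper's value of about 120 in Fig. 5, read by eye; the gap closed with an FDR of 5% (154), no filter on low FPKM (173), an FPKM of at least 5 (155), a 2-fold minimum (138) and joined entries left out (180) and with none of the other alternatives set before the data were examined.

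The paper gives Rpl37a, Rps26, Rpl31, Hba-a1 and Hbb-bt as up-regulated in liver, skeletal muscle and brain of KO AL mice; here only Hba-a1 and Hbb-bt passed, in skeletal muscle. Hbb-bt in liver passed with an FPKM of at least 5, a pseudocount of 1 and intervals that do not overlap, Rpl37a in liver with the last of these, and all but Rpl31 in the 3 tissues with the divided SD. Rpl31 had log2 differences of 1.43, 1.28 and 0.87 and passed under none of the settings. The paper gives Lmod1 as up-regulated and Mest, Serpina3n, Serpina3c and Thbs2 as down-regulated in both skeletal muscle and WAT; here Lmod1 and Mest passed in neither and the others in skeletal muscle alone. Thbs2 in WAT (log2 difference -1.36) passed with a pseudocount of 1 and with intervals that do not overlap, and all of them passed in both tissues with the divided SD except Mest in WAT (-1.37). Hba-a2, Hbb-bs and Cdkn1a, given as up-regulated in liver, passed there with the divided SD, and Cdkn1a (2.10) also with intervals that do not overlap. Irs1, which the paper's Table S2 lists as up-regulated in WAT of KO AL mice, did not pass there (log2 difference 1.12), and of all settings it passed with the divided SD alone.

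In WT DR mice the paper gives Sfrp5 as down-regulated in brain, where it passed with the divided SD (log2 difference -1.62). Prelp, Mrc2, Nedd9 and Sorbs2 are given as down-regulated in both skeletal muscle and WAT; Mrc2 (-1.39) and Sorbs2 (-1.55) did not pass in skeletal muscle and none did in WAT. With the divided SD, Prelp, Mrc2 and Nedd9 passed in WAT and Sorbs2 in skeletal muscle, and Nedd9 in WAT passed with intervals that do not overlap. Rps27l and Cidec, given as changed in both liver and skeletal muscle, passed with the divided SD in both, and Rpl31 (1.75 and 1.97) under no setting.

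The paper ranks liver and skeletal muscle as the pair of tissues with the next largest overlap. Here the pair had 1 up-regulated gene in KO AL mice, while liver and brain had 5. In WT DR mice liver and skeletal muscle had 0, while liver and WAT had 2 down-regulated genes. Rpl17, Rps26, Rpl31 and Thrsp, given as up-regulated in skeletal muscle of all 3 groups, did not pass between KO DR and WT DR mice, with log2 differences of 0.19, 1.15, 0.09 and 1.05. Thrsp passed with intervals that do not overlap and with WT AL mice as the reference, and Thrsp and Rps26 with the divided SD. The paper states that genes changed in WT DR mice had a similar magnitude in KO DR mice in liver, skeletal muscle and WAT. Here the median log2 difference in WT DR and KO DR mice, taken in the direction of the WT DR change, was 3.00 and 1.56 in liver. It was 2.18 and 1.26 in skeletal muscle, and 3.09 and 2.05 in WAT. Choosing the genes on the WT DR value lowers the KO DR value on average, so these medians cannot decide whether the magnitudes differ. Liver RNA in the WT DR group may widen the gap in skeletal muscle.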

Other observations

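Among the tests in this part, the one on the authors' intervals, the one on the number of shared genes, the limits for skeletal muscle RNA in WAT and the forms of the globin test were chosen only after the result was seen. Directions are those of the labelled groups.

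The correlation of KO AL with WT DR differences, which share WT AL mice, was set against unchanged groups simulated in 2 ways, first with the SD as given and then with the SD divided by the square root of the number of libraries. Over genes differentially expressed in either comparison, the observed rho in skeletal muscle of 0.746 lay within the first range (0.738 to 0.837) and below the second, and in brain (0.891) and WAT (0.680) above the first and within the second. In liver it was 0.613, below the lowest value of both (0.718 and 0.742). Over all tested genes, rho was 0.576 in liver, below both ranges, 0.373 in WAT, within the first and below the second, and 0.622 in skeletal muscle and 0.638 in brain, above the first and below the second. The shared WT AL libraries and a common response cannot be told apart by this correlation, because what the shared group gives depends on the spread assumed.

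The number of genes shared by KO AL and WT DR mice was set against the same 2 ways of simulating, to test error of the shared WT AL value within the authors' SD. Shared down-regulated genes in skeletal muscle (25, highest 14 and 15), shared up-regulated genes in brain (9, highest 6 and 8) and in WAT (13, highest 8 and 8) and shared down-regulated genes in WAT (11, highest 6 and 6) exceeded the highest number of both ways, so error of that size does not account for all the sharing there. The 4 up-regulated genes in liver lay within both ranges, and such error may account for them. For the 20 up-regulated genes in skeletal muscle and the 7 down-regulated genes in liver the 2 ways differ, and the 3 in brain are all that were down-regulated in KO AL mice among genes tested in both comparisons, so error and a common response cannot be told apart for these. A shift of the WT AL libraries beyond that SD would enter both comparisons as well, and it stays open, since every comparison of a KO with a DR effect among these 4 groups shares a group. In brain, unequal proportions of brain regions may contribute to the sharing too.

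The small overlap of KO DR with WT DR mice was set against the choice of reference. When WT AL mice were the reference of both, 51 genes in skeletal muscle and 37 in WAT were shared, against 2 and 1 with WT DR mice as the reference. This exceeds the highest simulated overlap (35 and 12), so the small overlap in these tissues may come from the WT DR value entering both comparisons with opposite signs. In liver the overlap was 12 (highest simulated 12) and in brain 5 (highest simulated 7). There the choice of reference and a response of its own in KO DR mice cannot be told apart, since simulated groups reach the same numbers.

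Muscle genes were higher in WAT of the group labelled KO AL than in WT AL mice, and skeletal muscle RNA in that group is a candidate explanation. Of 60 genes abundant in muscle outside the list, 81.7% lay within 3-fold of the level that 0.946% of muscle FPKM gives, with a rho of 0.569. With WT AL skeletal muscle as the source and a share of 0.862% it was 79.6% of 49 genes, but with KO DR WAT as the reference and a share of 0.449% it was 25% of 8 genes. KO DR WAT itself held muscle transcripts, with Ckm at 81.0 FPKM against 2.20 in WT AL and 148 in KO AL WAT. Few genes remain with that reference, so it cannot speak for or against muscle RNA. Skeletal muscle RNA and a change within WAT cannot be told apart, because both would raise muscle genes above WT AL WAT. In WAT 10 of the 14 list genes had an FPKM of at least 1 in every group. The share against WT AL WAT accounts for most of the rise of 24 of 161 up-regulated genes and leaves the others open, among them Cldn3 (6.99). In the same comparison the mammary epithelium list was higher too, and all 3 of its tested genes were differentially expressed. Mammary tissue in the WAT samples was not tested as a source of these other genes. A change in muscle-like cells of WAT was not tested. The skeletal muscle list was higher in the group labelled KO AL in liver (5.50, 5 genes tested) and brain (3.74, 10 genes tested) as well.

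Haemoglobin genes rose in the group labelled KO AL in liver, skeletal muscle and brain. If blood left in the tissue were the source, alpha and beta globin would rise alike, and the z between their summed log2 differences was 0.448 in liver, 1.01 in skeletal muscle and 1.37 in brain. Alpha globins rose more than beta globins, by 0.46, 1.35 and 2.01 (log2), which the wide intervals do not resolve. Over all pairs of the 4 globin genes and Alas2 the largest z was 0.460, 1.18 and 1.38, and with the SD divided by the square root of the number of libraries 0.716, 1.91 and 2.26. Alas2, another red cell gene, rose by 2.25, 4.04 and 3.15. In WAT the alpha globins fell by 0.77. Between the group labelled KO DR and WT DR mice, other libraries, the alpha globins rose again by 1.92 in liver, 4.22 in skeletal muscle, 2.09 in brain and 0.70 in WAT, and Alas2 by 1.65, 4.44, 1.80 and 0.57. Blood left in the tissue may account for these genes in liver and skeletal muscle, but the rise on both diets leaves a difference of KO mice in their blood or red cells open as well. In brain it cannot be told apart from a change of its own in the globin genes, because the forms of the test disagree. A difference in red cells was not tested.

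Cytosolic ribosomal protein genes were higher in the group labelled KO AL in all 4 tissues, and short transcripts gaining in that group were tested as the source. Among random lists matched on expression and on transcript length, the ribosomal median lay at percentile 100 in liver, skeletal muscle, brain and WAT alike. The median was 0.85 in liver, 0.61 in skeletal muscle, 0.62 in brain and 0.35 in WAT, and the matched random lists had means of 0.46, 0.28, 0.19 and -0.20. Transcript length therefore covers at most part of the difference. These genes have many near-identical pseudogenes, so single members are uncertain, and other technical differences between the groups were not tested.

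Fewer genes passed the FDR here than the paper reports, and intervals that hold the spread of a single library rather than of the group mean were tested as the reason. The parts of the paper's Tables S1 and S4 held here give 359 differentially expressed pairs of a gene and a tissue comparison. Of these pairs, 47 passed with the SD as given and 339 with the SD divided by the square root of the number of libraries. For KO AL against WT DR mice in liver, the median p that the paper gives for the genes compared was 0.115. There the Wald test with the SD as given led to 0.360 and with the divided SD to 0.113. These genes were chosen for a moderate Wald statistic with the SD as given, so both medians computed here follow largely from that choice. Among the genes compared with Tables S1 and S4, however, the divided SD called 697 pairs of a gene and a tissue comparison where the authors called 359. With it, 36 of 43 values stated in the paper still differed, against 35 with the SD as given. Such a definition of the intervals and other differences from the authors' test cannot be told apart, because the counts overshoot and the divided SD was found from these values.

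The lists fixed before the data were examined gave the following numbers of differentially expressed genes over 3 comparisons and 4 tissues, first adjusted over the list alone and then over all genes. They were 41 and 31 for liver, 26 and 16 for skeletal muscle, 30 and 9 for red blood cell, 16 and 5 for B cell and antibody, 8 and 2 for MHC class II, 18 and 7 for adipocyte, 12 and 5 for brown and beige fat and 10 and 5 for mammary epithelium genes. For the brain lists they were 7 and 3 for cerebellum, 8 and 3 for choroid plexus, 8 and 0 for hypothalamus, 7 and 2 for olfactory bulb, 7 and 0 for pituitary and 5 and 0 for striatum genes. The remaining lists gave 12 and 2 for immediate early, 5 and 0 for circadian, 10 and 4 for insulin signalling, 15 and 9 for fatty acid synthesis, 5 and 0 for sterol synthesis, 14 and 4 for mitochondrially encoded, 8 and 3 for cytosolic ribosomal protein and 0 and 0 for sex chromosome genes.

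Medians of log2 differences for lists not given elsewhere were as follows. In skeletal muscle of WT DR against WT AL mice, the adipocyte list stood at -1.47, the B cell and antibody list at -2.61 and the MHC class II list at -1.71. Of the 10 adipocyte genes tested there, 7 passed the FDR when adjusted over the list alone and 1 over all genes. A difference in fat within the muscle samples was not tested, and it may contribute to falls that skeletal muscle shares with WAT. Against WT AL mice, the B cell and antibody list in skeletal muscle of the group labelled KO AL stood at -0.69, a direction that reversed when an FPKM of at least 5 was required. The fatty acid synthesis list was at 1.39 in WAT of the group labelled KO AL and 3.04 in WAT of WT DR mice, and the sterol synthesis list at 1.67 in the latter. The insulin signalling list was at 0.61 in liver of the group labelled KO AL, within the central 95% of random lists. In brain of that group the immediate early list was at 1.51, the olfactory bulb list at 0.72 and the pituitary list at -3.70 (3 genes tested). The circadian list was at 0.75 in WAT of WT DR mice, and the mammary epithelium list at 3.80 in WAT of the group labelled KO AL (3 genes tested). Ucp1 in skeletal muscle had 0.0897 FPKM in WT AL and 66.9 in the group labelled KO AL, and Cidea 2.16 and 79.1.

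The largest rise and fall in log2 among differentially expressed genes with an FPKM of at least 1 in both groups were, for the group labelled KO AL against WT AL mice, those of mt-Tc (4.58) and an entry joining RP23-132A3.5 with others (-4.13) in liver, S100a9 (6.86) and an entry joining Mir678 and Prmt2 (-4.10) in skeletal muscle, Lrrc17 (6.76) and Gm8034 (-3.24) in brain, Cldn3 (6.99) and Ighv9-4 (-6.38) in WAT. For WT DR against WT AL mice they were those of Gm15067 (4.20) and Gm25313 (-5.13) in liver, Alb (7.48) and an entry joining Mir700 and Rcan3 (-5.53) in skeletal muscle, an entry joining Snord47 with others (4.97) and Rnu6 (-3.50) in brain, Gm11295 (5.79) and Rpl19-ps4 (-8.59) in WAT. For the group labelled KO DR against WT DR mice they were those of Rnu11 (4.63) and A1bg (-2.90) in liver, an entry joining Mir700 and Rcan3 (5.74) and Fga (-5.71) in skeletal muscle, Glra1 (3.01) and mt-Nd3 (-4.05) in brain, Mgarp (6.81) and an entry joining Eml2 and Mir330 (-1.77) in WAT. Several are short RNAs, pseudogenes or joined entries, whose values are uncertain.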
